# Characterizing the tumor suppressor activity of FLCN in Birt-Hogg-Dubé syndrome cell models through transcriptomic and proteomic analysis

**DOI:** 10.1038/s41388-025-03325-z

**Published:** 2025-03-25

**Authors:** Rachel-Ann Jones, Elaine A. Dunlop, Jesse D. Champion, Peter F. Doubleday, Tijs Claessens, Zahra Jalali, Sara Seifan, Iain A. Perry, Peter Giles, Oliver Harrison, Barry J. Coull, Arjan C. Houweling, Arnim Pause, Bryan A. Ballif, Andrew R. Tee

**Keywords:** Cancer genetics, Mechanisms of disease, Transcription, Proteomics

## Abstract

Birt-Hogg-Dubé syndrome (BHD) patients are uniquely susceptible to all renal tumor subtypes. However, the underlying mechanism of carcinogenesis is unclear. To study cancer development in BHD, we used human proximal kidney (HK2) cells and found that long-term folliculin (*FLCN*) knockdown was required to increase the tumorigenic potential of these cells, as evidenced by the formation of larger spheroids under nonadherent conditions. Transcriptomic and proteomic analyses revealed links between the FLCN, cell cycle control and DNA damage response (DDR) machinery. In addition, HK2 cells lacking *FLCN* had an altered transcriptome profile and enriched cell cycle control genes. G_1_/S cell cycle checkpoint signaling was compromised by increased protein levels of cyclin D1 (CCND1) and hyperphosphorylation of retinoblastoma 1 (RB1). A FLCN interactome screen revealed that FLCN binds to DNA-dependent protein kinase (DNA-PK). This novel interaction was reversed in an irradiation-responsive manner. Knockdown of *FLCN* in HK2 cells caused a marked increase in γH2AX and RB1 phosphorylation. The levels of both CCND1 and phosphorylated RB1 remained high during DNA damage, which was associated with defective cell cycle control caused by *FLCN* knockdown. Furthermore, *Flcn*-knockdown *C. elegans* were defective in cell cycle arrest caused by DNA damage. This work revealed that long-term *FLCN* loss and associated cell cycle defects in BHD patients could contribute to their increased risk of cancer.

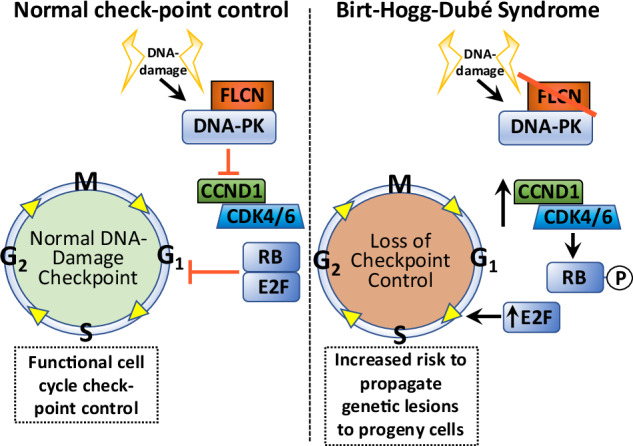

## Introduction

Birt-Hogg-Dubé syndrome (BHD, OMIM # 135150) is an autosomal dominant condition clinically characterized by fibrofolliculomas, pneumothorax associated with multiple lung cysts and early-onset multiple renal cell cancers (RCC) [1, 2]. BHD is caused by inactivating germline variants in the *FLCN* (folliculin) gene [2]. The lifetime risk of RCC in patients with BHD has been estimated to be approximately 15%. BHD patient renal tumors may present as a variety of histological subtypes, including mixed forms [3]. Most BHD-related renal cell cancers grow slowly, but metastatic disease may present as the first manifestation of the disease. Surveillance for early detection of renal lesions and surgical treatment of localized RCC are based on insight into the biological behavior of these tumors. Many BHD patients develop multiple bilateral renal tumors, and nephron-sparing surgery is therefore essential [2]. There is evidence of biallelic inactivation of *FLCN* in many BHD RCCs. Targeted treatments for such tumors are not currently available due to a lack of basic understanding of the key pathways involved in tumor growth.

Although major advances have been made, the underlying mechanism of how BHD tumors develop over time has not been determined. Current evidence indicates that the core function of FLCN is in lysosomal nutrient sensing and autophagy control through FLCN’s control of the Rag GTPases and thus mechanistic target of rapamycin (mTOR) phosphorylation of TFE3 and TFEB [4–7]. Further crosstalk with lysosomal pathways likely occurs via both AMPK- and ULK1-mediated phosphorylation of FLCN [8] and TFEB/TFE3 phosphorylation via AMPK [9]. As a direct or indirect result of lysosomal dysfunction, loss of *FLCN* can cause abnormal ciliogenesis [10] and defects in metabolic homeostasis [11, 12], with the metabolic shift seen in BHD cells resulting from FLCN inactivation or dissociation from LDHA [13]. FLCN has also been linked to a variety of fundamental cellular processes, including cell adhesion through plakophilin-4 (PKP4) [14, 15], cell growth and division through rRNA synthesis [16], cyclin D1 (CCND1) and marked changes in gene expression [17]. RagC-independent functions of FLCN have also been revealed in recent research, where FLCN was found to be a Rab7A GTPase-activating protein involved in endocytic trafficking of epidermal growth factor receptor [18]. A related novel hereditary disorder was linked to *PR/SET domain 10* (*PRDM10*), which predisposes families to skin and mucosal lesions, lipomatosis and renal cell carcinomas [19, 20]. The *PRDM10* mutation that cosegregated with disease was found to be defective at binding to *FLCN* promoter regions and consequently caused a reduction in FLCN expression [19].

Although the involvement of FLCN in cell growth control is better understood, it is still not clear how dysregulation of this pathway following FLCN loss could predispose patients to multiple RCC subtypes with different mutational signatures [21]. Therefore, we wanted to further study the tumorigenic mechanisms underlying *FLCN* loss. To do this, we studied a human kidney proximal tubule (HK2) cell line, as proximal tubule cells in the kidney are considered to be the origin cell in BHD tumor formation [22–24]. We observed increased tumorigenic properties after long-term knockdown of *FLCN* in HK2 cells (after they had been cultured for one year), while short-term *FLCN* knockdown had little ability to transform these cells. We examined the transcriptome profiles of these cells to reveal the enrichment of genes linked to cell cycle control, a tumorigenic feature that became more prominent with long-term loss of *FLCN*. To better understand the function of FLCN, we then carried out proteomic analysis of FLCN interactors, which were also mapped to multiple cell cycle regulators and included components of the DNA damage machinery. Our findings suggest that alterations in cell cycle control upon *FLCN* loss enhance cancer progression in patients with BHD.

## Results

### Long-term knockdown of *FLCN* increases tumorigenesis

To mimic long-term haploinsufficiency of *FLCN* in kidney cells from BHD patients, we continuously grew HK2 cells, a human proximal tubule cell line, with or without *FLCN* knockdown for one year in tissue culture to determine the long-term effects of *FLCN* knockdown. To compare short-term effects, cells were grown for <2 months after *FLCN* knockdown. To investigate whether long-term *FLCN* deficiency increases tumorigenicity, we compared the growth of these *FLCN*-knockdown HK2 cells in soft agar (Fig. 1A). Short-term *FLCN* knockdown did not alter colony formation, while long-term *FLCN* knockdown led to markedly larger colonies, with a mean diameter >100 μm. Colony diameters within the long-term *FLCN* knockdown population were more divergent, indicating heterogeneity in colony formation.

**Fig. 1:**
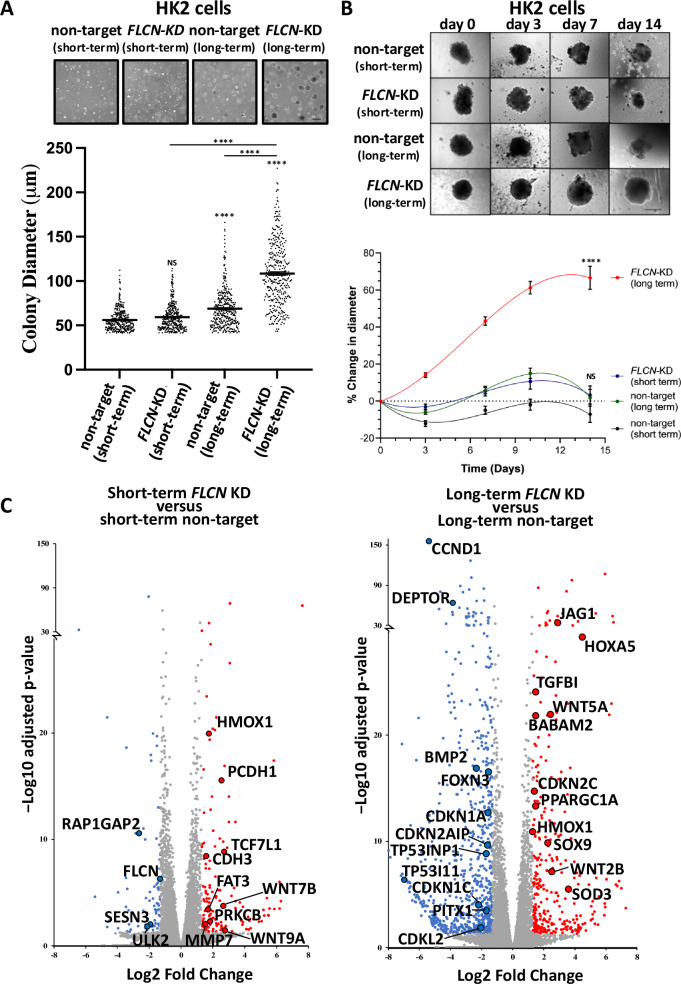
Long-term knockdown of *FLCN* increases tumorigenesis. **A** HK2 cells with or without short-term or long-term *FLCN* shRNA knockdown (compared to cells with nontargeting shRNA) were grown in soft agar for 21 days. The colony diameter was measured using ImageJ. (v1.53t), and a representative image of the tumors is shown (**s**calebar 250 μm), with the distribution of the tumors graphed. *n* = 360 per condition over 6 biological samples. Each data point represents a single tumor. Stats: data were not normally distributed (according to D’Agostino and Pearson tests) and were analyzed using nonparametric Kruskai-Wallis ANOVA with Dunn’s multiple comparisons test. **B** These HK2 cells were also plated under nonadherent conditions and imaged over 14 days (**s**calebar 250 μm), and the percentage change in diameter was plotted over time (*n* = 42). **C** RNA sequencing of HK2 cells with short- or long-term nontargeting or *FLCN* shRNA knockdown was carried out (*n* = 3). Differential gene expression was compared between short-term *FLCN* knockdown and nontarget shRNA knockdown and long-term *FLCN* knockdown and nontarget shRNA knockdown HK2 cells. Volcano plots are shown with the following thresholds: ≤ & ≥ 2.5-fold change and padj < 0.05 with false rate discovery (FDR) correction applied.

To further assess anchorage-independent growth, these HK2 cells were grown as self-aggregated spheroids (Fig. 1B). We observed greater tumorigenicity after long-term *FLCN* knockdown than after short-term *FLCN* knockdown. We next analyzed the spheroid growth of additional nontarget and *FLCN* shRNA-knockdown clones (Supplementary Fig. 1), which supported our finding that long-term *FLCN* knockdown cells presented the greatest increase in spheroid diameter. These data revealed that long-term *FLCN* knockdown has a greater capacity to promote tumorigenicity than short-term *FLCN* knockdown.

### *FLCN* knockdown dramatically altered the transcriptome profile over time, as indicated by gene enrichment of cell cycle genes

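HK2 is an established line of human kidney proximal tubule cells. The cells sequenced carried a short hairpin RNA (shRNA), which lowers the level of the mRNA it matches, directed either against FLCN or, in the nontarget cells, against no human gene. RNA was sequenced from 4 groups of 3 replicates each: short-term nontarget, short-term FLCN knockdown, long-term nontarget and long-term FLCN knockdown. The paper counts passages after clonal selection and defines short-term cells by fewer than 30 and long-term cells by more than 105, while the sample labels give more than 120 for the long-term cells. Which clone each library came from is not stated, so effects of the shRNA and of the clone that carries it are measured together here.

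The values used are the authors' counts of reads per gene. Totals per library were 6284233 to 7279890 counts in the short-term nontarget group, 5825779 to 8151168 after short-term knockdown, 6262665 to 7592062 in the long-term nontarget group and 6031734 to 8991051 after long-term knockdown. Genes were compared with edgeR's quasi-likelihood test in 1 model of all 12 libraries, and adjusted p is the Benjamini-Hochberg value over the 13959 genes with enough counts to be tested. The fitted biological coefficient of variation was 12.0%, so at high counts the variation between replicates, not counting error, limits what can be detected. Expression levels are given in CPM (counts scaled to the same normalized library size), mean ± SD of 3 libraries, and the SE of a log2 fold change is its size divided by the square root of the test's F statistic.

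FLCN itself (chromosome 17, 17212212 to 17237188) had 15.3 ± 2.25 CPM in short-term nontarget cells and 6.06 ± 0.469 CPM after short-term knockdown, which is 60.2% lower (log2 fold change −1.33, SE 0.179, edgeR adjusted p = 1.12e-04). In the long-term cells it had 11.3 ± 1.23 CPM without and 6.99 ± 0.868 CPM with knockdown, which is 38.5% lower (log2 fold change −0.70, SE 0.178, edgeR adjusted p = 0.00611). All 6 knockdown libraries had less FLCN than every nontarget library of their time. The gene overlaps AC055811.2 on the genome, and reads from a shared stretch cannot be assigned to either gene by position alone.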

Changes in transcription between nontarget HK2 cells and HK2 cells with *FLCN* knockdown were investigated. A PCA and Euclidean cluster dendrogram plot of DESeq2-normalized samples showed that the experimental replicates clustered tightly into distinct groups. 

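On DESeq2's variance-stabilized scale, the Euclidean distance between libraries of the same group was 32.4 to 45.9, and between libraries of different groups 44.5 to 70.5, so the ranges overlapped by a small margin. In the hierarchical tree, each of the 4 groups formed 1 branch of its own. The mean distance between long-term FLCN knockdown and long-term nontarget libraries was 65.1, against 48.9 between the short-term groups. Long-term and short-term nontarget libraries lay 46.4 apart on average, and long-term and short-term knockdown libraries 63.6.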

The most significant factor of interest (PC1) separated the long-term *FLCN* knockdown group from all the other groups (Supplementary Fig. 2A, B). 

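Over the 500 most variable genes, PC1 held 64.7% of the variance, PC2 20.1% and PC3 9.68%. The mean PC1 score was 24.2 ± 0.285 (SD, n = 3) for long-term FLCN knockdown, against −5.32 ± 0.221 for short-term knockdown, −8.67 ± 0.261 for long-term nontarget and −10.2 ± 0.421 for short-term nontarget cells. PC2 set short-term knockdown (−11.7 ± 0.160) apart from long-term nontarget cells (10.4 ± 0.281), with short-term nontarget (0.0443 ± 0.164) and long-term knockdown cells (1.19 ± 0.253) between them. The share of PC1 moved most when all genes were used in place of the most variable ones, to 44.7%. In each of the 15 settings tried, every long-term knockdown library lay beyond all other libraries on PC1.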

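With the limit set at a fold change of 2.5 either way and an adjusted p below 0.05 (edgeR's quasi-likelihood test, Benjamini-Hochberg), 250 genes differed after short-term FLCN knockdown, 156 higher and 94 lower than in the nontarget cells of the same age. After long-term knockdown 922 genes differed, 279 higher and 643 lower, which is 3.69 times as many. The lists shared 132 genes, where 16.5 would be shared by chance, and 102 of the shared genes changed in the same direction. The difference between the long-term and the short-term effect was also tested gene by gene as an interaction: 759 genes passed the same limits, 184 of them with the higher log2 fold change after long-term knockdown and 575 with the lower one. They include 538 of the long-term and 92 of the short-term genes. DESeq2 in place of edgeR gave 239 short-term and 1042 long-term genes. The counts moved most when only the 9363 genes with a mean of at least 10 CPM were tested, to 52 and 290.

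Of the short-term genes, 70 had a mean of at least 50 counts and groups that did not overlap, a separation that chance gives for 10% of genes. Among them, the largest rises were COL11A1 (124 ± 9.82 CPM, log2 fold change 7.67, edgeR adjusted p = 1.28e-11), CAVIN2 (log2 fold change 5.78), SYT13 (3.10), GPNMB (3.06) and COL5A1 (180 ± 61.6 against 22.3 ± 6.41 CPM, 3.01). The largest falls were SLC38A5 (from 40.4 ± 6.20 CPM, log2 fold change −6.46, edgeR adjusted p = 1.50e-11), UNC13A (−4.62), LRG1 (−3.40), C5orf24 (−2.10) and SLC39A1 (−2.09). Of these, CAVIN2, SYT13, LRG1, C5orf24 and SLC39A1 overlap other genes on the genome, and the genes of chromosome 2, where CAVIN2 lies, had a median log2 fold change of 0.31 in this comparison.

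**Figure D1:**
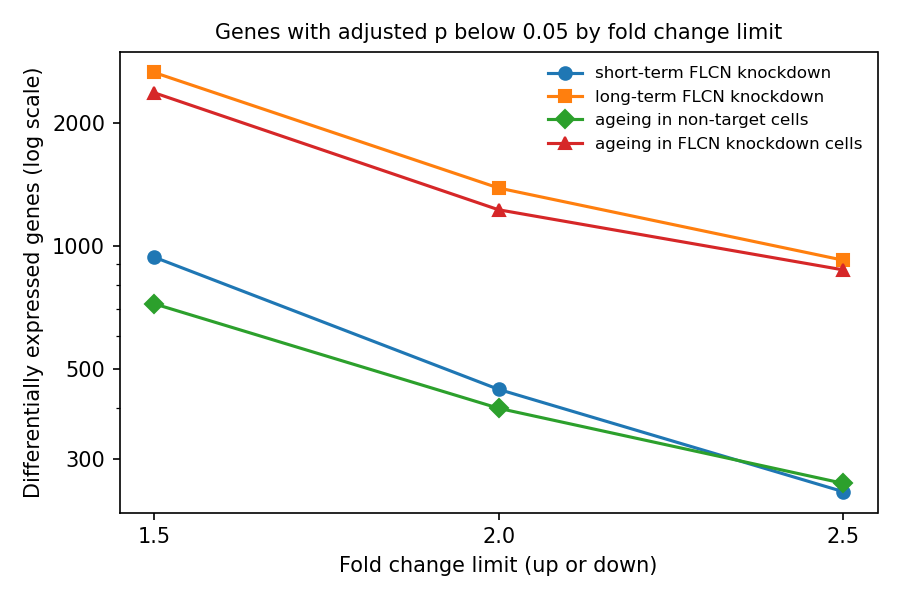
Number of genes with an adjusted p below 0.05 (y axis, log scale) at fold change limits of 1.5, 2 and 2.5 in either direction (x axis), for short-term and long-term FLCN knockdown against nontarget cells of the same time, and for long-term against short-term cells with and without knockdown. At a limit of 1.5 the counts are 938 after short-term and 2657 after long-term knockdown.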

While short-term *FLCN* knockdown altered the expression of 216 genes, this number of genes strikingly increased to 1063 after long-term *FLCN* knockdown (Fig. 1C; ≥ 2.5-fold change up or down, padj < 0.05 with false rate discovery (FDR) correction applied). 

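Ageing was measured as the difference between long-term and short-term nontarget cells. At a fold change of 2 or more either way and an adjusted p below 0.05 in edgeR's quasi-likelihood test, 400 genes differed, 161 higher and 239 lower in the long-term cells. The same comparison within FLCN knockdown cells gave 1225 genes, 297 higher and 928 lower, or 3.06 times as many. Long-term knockdown cells compared directly with short-term nontarget cells, which combines ageing and FLCN loss, differed in 1468 genes, 445 higher and 1023 lower, or 3.67 times as many. At a limit of 2.5 these ratios were 3.33 and 3.77.

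By the same rule as for the knockdown, 156 ageing genes were eligible to be named. The largest rises with age in nontarget cells were TCIM (31.1 ± 5.54 against 1.53 ± 0.336 CPM, log2 fold change 4.33, edgeR adjusted p = 4.63e-08), PCDH1 (log2 fold change 3.97), WFDC21P (2.9), CLSTN2 (2.39) and EMILIN2 (2.34). Among the largest falls were COL5A1 (log2 fold change −5.54, edgeR adjusted p = 8.45e-06), LUM (−4.64), RSAD2 (−3.79) and NTNG1 (−2.73). WFDC21P overlaps AC025048.4, and RSAD2 overlaps CMPK2.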

We also observed that ageing alone altered 250 gene transcripts by at least two-fold in the control cells, but 3.4 times more genes had altered gene expression when *FLCN* loss was combined with ageing. 

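Of the 19 WNT ligand genes in the annotation, 7 had enough counts to be tested, as had 8 of the 10 Frizzled (FZD) receptor genes. After short-term FLCN knockdown, WNT7B rose from 0.586 ± 0.238 to 3.74 ± 1.07 CPM (log2 fold change 2.60, SE 0.385, adjusted p = 2.62e-04, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), WNT5B rose by 0.79 on the log2 scale (SE 0.184, edgeR adjusted p = 0.00951) and FZD5 by 0.62 (edgeR adjusted p = 0.0354). None of the tested members of either family was lower with an adjusted p below 0.05 over all genes. After long-term knockdown, WNT2B (log2 fold change 2.50), WNT5A (2.43) and FZD7 (0.58, edgeR adjusted p = 0.0235) were higher, and WNT5B (−1.38, edgeR adjusted p = 2.54e-05), WNT10A (−1.98, edgeR adjusted p = 0.0122), FZD1 (−1.46, edgeR adjusted p = 7.51e-04) and FZD6 (−0.38, edgeR adjusted p = 0.0188) were lower. These genes kept their directions with DESeq2's size factors in place of TMM. WNT10A had 11 counts after long-term knockdown, and its log2 fold change was −3.33 to −1.40 over the fits without 1 library. WNT5A and WNT2B had fewer counts in long-term than in short-term nontarget cells (86 against 292 and 23 against 84). Part of their long-term rise therefore lies in the nontarget cells. WNT2B overlaps ST7L and FZD6 overlaps BAALC-AS1 and FZD5 lies on chromosome 2, whose genes rose together after short-term knockdown. Apart from the genes the paper labels in Fig. 1C, the members were picked for naming after their values were seen. Adjusted over the list alone, 5 WNT genes (3 higher and 2 lower) and 1 FZD gene (higher) passed after short-term knockdown, and 5 WNT genes (2 higher and 3 lower) and 3 FZD genes (1 higher and 2 lower) after long-term knockdown. The long-term effect on WNT7B (−0.43, edgeR adjusted p = 0.462) was lower than its short-term effect by the interaction test (log2 difference −3.04, SE 0.568, edgeR adjusted p = 0.00127). Without 1 library, FZD5 failed the threshold in 5 of 6 fits (edgeR adjusted p up to 0.158, without short-term nontarget replicate 2), FZD7 in 3 (up to 0.133, without long-term nontarget replicate 2), FZD6 in 3 (up to 0.109, without long-term nontarget replicate 1), WNT10A in 2 (up to 0.0784, without long-term knockdown replicate 1) and the short-term rise of WNT5B in 1 (0.0591, without nontarget replicate 3).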

A WNT signaling signature was evident after both short- and long-term *FLCN* knockdown. The DEGs associated with long-term *FLCN* knockdown showed the greatest enrichment in ‘Aberrant regulation of mitotic G_1_/S transition in cancer due to RB1 defects’, Reactome: R-HSA-9659787 ( > 100-fold enrichment and 7.65E-04 FDR correction applied). Therefore, we investigated the involvement of RB1/E2F-regulated genes in S-phase entry. 

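The Reactome gene list was not used here. In its place, 26 core genes of the RB/E2F pathway (RB family members, E2F factors, G1 and S cyclins, their kinases and inhibitors) were listed before any test was run, and 25 had enough counts. After long-term FLCN knockdown, 14 of the 25 had an adjusted p below 0.05 over all genes in edgeR's quasi-likelihood test, 6 higher and 8 lower, and 17 passed when adjusted over the list alone. After short-term knockdown 6 passed over all genes, 4 higher and 2 lower, and 8 over the list alone. The paper names some of the listed genes from these samples, so the tally over the list alone is not independent evidence. Among the E2F factors, E2F8 rose in both comparisons (log2 fold change 0.94 short-term and 1.07 long-term, edgeR adjusted p = 4.28e-04 for the latter) and E2F4 fell in both (−0.64 and −0.47). E2F5 fell after short-term knockdown (−0.55, edgeR adjusted p = 0.0362), and E2F1 fell after long-term knockdown (−0.74, edgeR adjusted p = 0.0164), as did CCND3 (−1.13, edgeR adjusted p = 3.57e-05). Without 1 library, E2F5 failed the threshold in all 6 fits (edgeR adjusted p up to 0.123, without short-term nontarget replicate 1) and E2F1 in 3 of 6 (up to 0.0766, without long-term nontarget replicate 3).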

When comparing short-term *FLCN* knockdown to its wild-type control (Fig. 2A), *TGFA*, *CCND1*, *PPARGC1A* (also known as *PGC1a*) and *CDKN1C* were upregulated with *FLCN* knockdown. 

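TGFA (chromosome 2, 70447280 to 70554193) rose from 16.7 ± 0.583 to 36.3 ± 2.50 CPM after short-term knockdown, a 2.18-fold increase (log2 fold change 1.13, SE 0.140, adjusted p = 5.49e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The 40 tested genes nearest to it had a median log2 fold change of 0.37 in the same comparison. CCND1 (chromosome 11, 69641087 to 69654474, overlapping LTO1) rose 1.53-fold, from 118 ± 5.78 to 180 ± 15.0 CPM (SE 0.0997, edgeR adjusted p = 6.18e-04). PPARGC1A (chromosome 4, 23755041 to 23904089) rose 1.65-fold, from 25.7 ± 5.90 to 42.4 ± 2.26 CPM (edgeR adjusted p = 0.00852), but passed the threshold neither without short-term nontarget replicate 1 nor without replicate 2 (edgeR adjusted p = 0.0610 without the latter). CDKN1C varied widely between replicates, with 151 ± 91.7 CPM after knockdown against 49.7 ± 16.0 CPM (log2 fold change 1.60, SE 0.416, edgeR adjusted p = 0.0286), and failed the threshold without short-term nontarget replicate 1 (edgeR adjusted p = 0.102) or replicate 2. In each of the 4 genes, all 3 knockdown libraries were above all 3 nontarget libraries.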

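Of the 922 genes past the limits after long-term FLCN knockdown, 342 had groups that did not overlap and a mean of at least 50 counts. The largest rises among these were COL5A1 (187 ± 35.5 against 0.434 ± 0.537 CPM, log2 fold change 8.61, adjusted p = 1.93e-09, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), PTPRN, FHDC1 (log2 fold change 6.37), COL11A1 (6.32) and EPHA3 (6.29). COL5A1 had 180 ± 61.6 CPM after short-term knockdown and 22.3 ± 6.41 CPM in short-term nontarget cells. Its fold change is larger here than short-term mainly because of its lower level in long-term nontarget cells. PTPRN had 414 counts over the 3 knockdown libraries and 1 over the 3 nontarget libraries, a ratio of 420 with a 95% counting interval of 74.9 to 16609. The largest falls were TCIM, CLSTN2 (0.45 ± 0.224 against 249 ± 14.7 CPM, log2 fold change −9.14, edgeR adjusted p = 4.79e-14), FAM110B (−7.0), NEURL1 and SLC38A5 (−6.09). TCIM had no counts in the 3 long-term knockdown libraries and 676 in the nontarget libraries, so it was at least 222-fold lower. NEURL1 had 2 counts against 298, a ratio of 147 with an interval of 40.4 to 1220 in favor of the nontarget cells. These intervals cover counting error only. PTPRN overlaps AC114803.1 and FAM110B overlaps AC104350.1 on the genome. Of the 22 genes labelled for the long-term comparison in Fig. 1C, 21 passed the limits here, and of the 13 labelled for the short-term comparison 12 did. The remaining short-term gene, WNT9A, had too few counts to be tested. The authors picked these genes from the same libraries, so the tally is not independent evidence.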

After long-term *FLCN* knockdown, many additional genes were differentially expressed. The three *HOX* genes exhibited the greatest increase in expression, while *TP53*, *BMP2*, *TGFA* and *CCND1* were downregulated (Fig. 2B). 

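HOXA4 (chromosome 7, 27128507 to 27130799) had 14.3 ± 5.04 CPM after long-term knockdown against 2.41 ± 1.07 CPM, a 5.83-fold increase (log2 fold change 2.54, SE 0.401, adjusted p = 1.66e-04, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). HOXA5 (27141052 to 27143668) rose 5.10-fold, from 15.0 ± 3.27 to 77.3 ± 8.85 CPM (edgeR adjusted p = 1.20e-08), and HOXA7 (27153716 to 27157936) 3.72-fold, from 10.8 ± 1.31 to 40.4 ± 5.35 CPM (edgeR adjusted p = 5.14e-08). HOXA4 and HOXA7 overlap the antisense gene HOXA-AS3. The 40 tested genes nearest to each, which include other HOXA genes, had median log2 fold changes of 0.32 for HOXA4, 0.55 for HOXA5 and 0.58 for HOXA7. With age in nontarget cells these medians were −0.37, −0.36 and −0.36. From short-term to long-term nontarget cells the counts went from 74 to 52 for HOXA4, 472 to 330 for HOXA5 and 443 to 235 for HOXA7. Part of each rise therefore lies in the nontarget cells. Of the 39 HOX genes in the annotation, 27 were tested. After long-term knockdown 12 were higher and 1 lower at an adjusted p below 0.05 over all genes, and 15 passed when adjusted over the list alone, 12 higher and 3 lower. With RLE factors the counts over all genes were also 12 and 1, without a filter on low counts 13 and 2, and with a mean of at least 10 CPM 6 and 1. The gene lower over all genes, HOXB13, chosen after its values were seen, had no counts in the 3 long-term knockdown libraries and 83 in the nontarget libraries, so it was at least 27.3-fold lower. After short-term knockdown HOXB6 was higher and HOXB13 lower (log2 fold change 1.09 and −2.34, edgeR adjusted p = 0.0299 and 0.00195), and 2 passed over the list alone. HOXB6, also chosen after its values were seen, failed the threshold in 4 of the 6 short-term fits without 1 library (edgeR adjusted p up to 0.132, without nontarget replicate 2) and in DESeq2 (adjusted p = 0.0725).

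BMP2 (chromosome 20, 6767664 to 6780280) fell by 79.8% after long-term knockdown, from 18.9 ± 1.54 to 3.93 ± 1.63 CPM (log2 fold change −2.31, edgeR adjusted p = 9.58e-07), and TGFA by 57.7%, from 14.5 ± 1.99 to 6.20 ± 0.904 CPM (log2 fold change −1.24, edgeR adjusted p = 1.93e-05), although the median log2 fold change of the 40 genes nearest to TGFA was 0.60. In HOXA4, HOXA5, HOXA7, BMP2 and TGFA the 3 long-term knockdown libraries all lay on the same side of the 3 nontarget libraries.

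**Figure D2:**
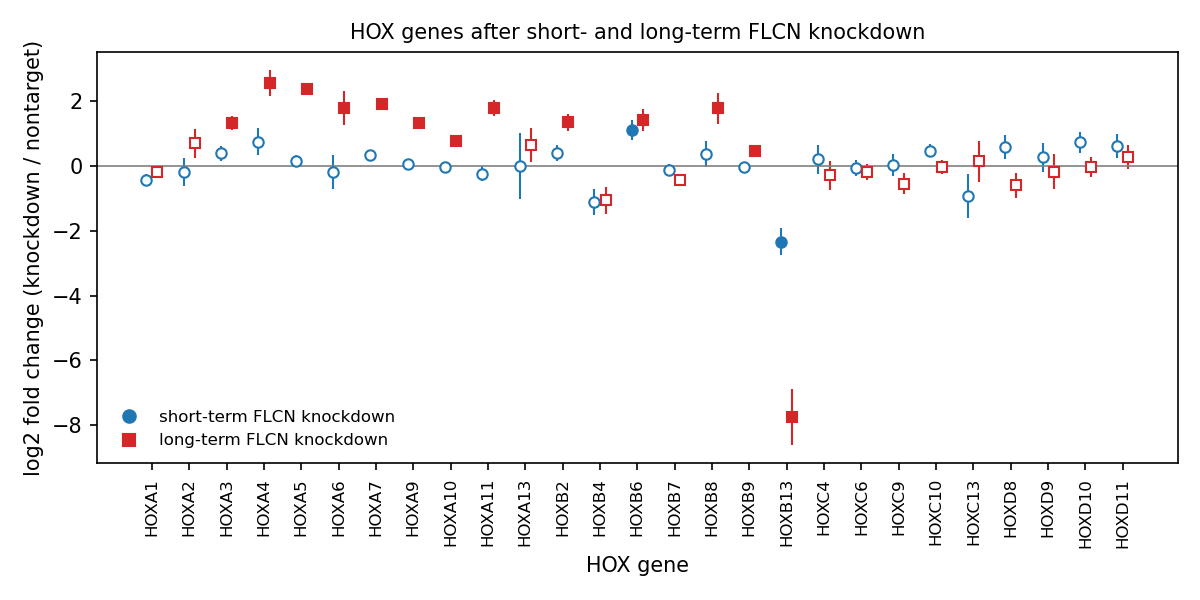
log2 fold change of the 27 tested HOX genes (x axis) between FLCN knockdown and nontarget cells (y axis), short-term as blue circles and long-term as red squares. Bars are the SE, and filled points have an adjusted p below 0.05. After long-term knockdown 12 filled points lie above 0 and 1, HOXB13, below it, where the plotted value depends on the prior count because 1 group has no counts.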

Changes in the expression of the E2F-regulated genes *CCND1, TP53*, *PPARGC1A*, *TGFA*, *c-Jun*, *RPA1* and *RBL1* [25] are shown in Fig. 2C, as are *p21* (*CDKN1A*) and *FOXN3*, which can arrest cells at the G_1_ checkpoint [26, 27]. 

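JUN (chromosome 1, 58780788 to 58784327) had 124 ± 31.0 CPM after short-term FLCN knockdown against 82.7 ± 5.47 CPM (log2 fold change 0.58, SE 0.186), which did not pass the threshold in edgeR's quasi-likelihood test (Benjamini-Hochberg adjusted p = 0.0603) and did in DESeq2 (adjusted p = 0.0337) and in edgeR without short-term knockdown replicate 2 (adjusted p = 0.0427). In the long-term cells it had 66.1 ± 18.0 CPM with and 65.7 ± 9.48 CPM without knockdown. RPA1 (chromosome 17, 1829702 to 1900082, overlapping SMYD4) rose from 220 ± 11.9 to 382 ± 19.7 CPM after long-term knockdown (log2 fold change 0.79, SE 0.0872, edgeR adjusted p = 2.24e-06), where the 40 tested genes around it had a median log2 fold change of 0.51. RBL1 (chromosome 20, 36996349 to 37095995, overlapping AL136172.1) rose from 39.5 ± 3.31 to 59.5 ± 4.71 CPM (log2 fold change 0.59, SE 0.123, edgeR adjusted p = 0.00133), and PPARGC1A 2.76-fold, from 21.7 ± 3.96 to 59.7 ± 9.47 CPM (edgeR adjusted p = 3.33e-06). The short-term changes of RPA1 (log2 fold change 0.20, edgeR adjusted p = 0.165) and RBL1 (−0.03, edgeR adjusted p = 0.935) did not pass the threshold.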

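CDKN1A (chromosome 6, 36676460 to 36687339, overlapping DINOL) had 76.0 ± 24.0 CPM in long-term nontarget cells and 25.7 ± 4.60 CPM with long-term FLCN knockdown, a fall of 66.0% (log2 fold change −1.56, SE 0.189, adjusted p = 9.80e-06, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). After short-term knockdown it was at 80.7 ± 10.7 against 81.7 ± 5.17 CPM, and the interaction was −1.54 on the log2 scale (edgeR adjusted p = 5.94e-04). FOXN3 (chromosome 14, 89124871 to 89619149) fell by 65.8%, from 21.5 ± 1.19 to 7.29 ± 1.01 CPM (edgeR adjusted p = 2.79e-07). It was also lower in long-term than in short-term nontarget cells (log2 fold change −0.98, SE 0.121, edgeR adjusted p = 5.85e-05), and the 40 tested genes nearest to it had a median log2 fold change of −0.36 in both comparisons. Its rise after short-term knockdown, from 42.2 ± 2.13 to 51.6 ± 3.34 CPM, did not pass the threshold (log2 fold change 0.29, edgeR adjusted p = 0.138). FOXN3 overlaps AL137230.2 and AL138478.1, and 1 pseudogene in the annotation carries its name. CCNE1 (chromosome 19, 29811898 to 29824308) fell by 31.0%, from 20.7 ± 2.68 to 14.3 ± 0.231 CPM (log2 fold change −0.54, SE 0.138, edgeR adjusted p = 0.00679). Its short-term change was 0.03 on the log2 scale, and the interaction did not pass the threshold (log2 difference −0.56, edgeR adjusted p = 0.0637), although it did without long-term nontarget replicate 2 (edgeR adjusted p = 0.0392) and with the replicate number as a block (edgeR adjusted p = 0.0389).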

The mRNA expression levels of *CCND1*, *TP53*, *FOXN3*, *p21* (*CDKN1A*), *TGFA* and *CCNE1* were downregulated after long-term *FLCN* knockdown. In support of these observed alterations in cell cycle regulatory components, compared with wild-type cells, *FLCN* knockdown cells presented small but significant changes in 2 N (G_0_/G_1_) and 4 N (G_2_/M) expression according to flow cytometry (Supplementary Fig. 2C).

**Fig. 2:**
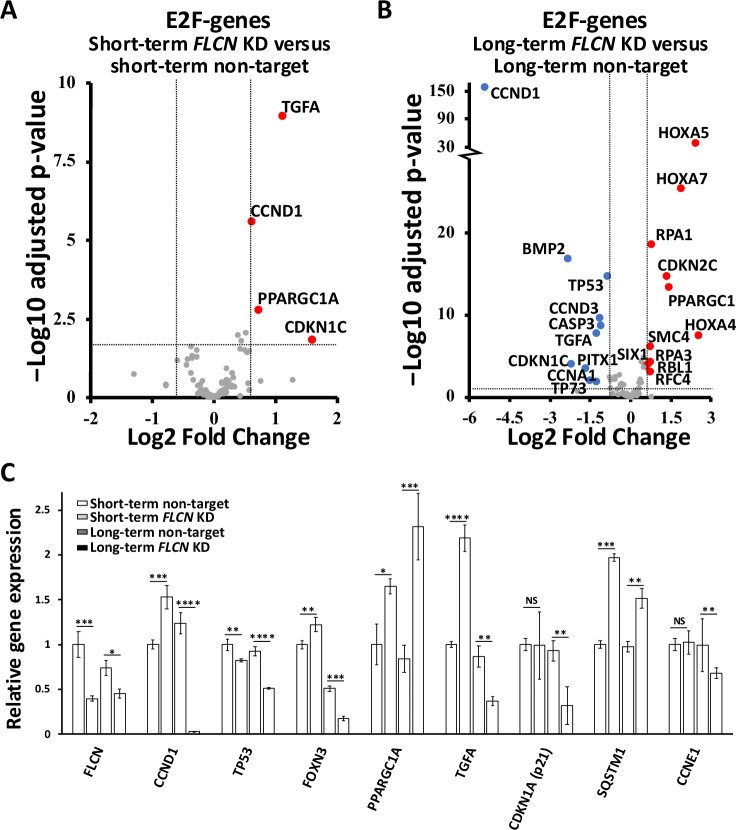
Differentially expressed genes linked to E2F and known FLCN regulatory genes after *FLCN* knockdown. Differential gene expression of E2F genes was compared between **A** short-term *FLCN* knockdown cells and nontarget shRNA knockdown cells and **B** long-term *FLCN* knockdown and nontarget shRNA knockdown HK2 cells after RNA sequencing. Volcano plots are shown with the following thresholds: ≤ & ≥ 2.5-fold change and padj < 0.05 with false rate discovery (FDR) correction applied. **C** FLCN-linked genes from this RNA sequencing experiment are graphed and include *FLCN*, *CCND1*, *TP53*, *PPARGC1A*, *TGFA*, *CDKN1A*, *SQSTM1* and *CCNE1*.

To determine dysregulation at the pathway level, we assessed changes in cell signaling after *FLCN* knockdown (Fig. 3A). After long-term *FLCN* knockdown, we observed marked alterations in the expression of genes involved in multiple pathways that have been previously linked to BHD: (i) upregulation of *HIF1A* [12] toward the gene targets SLC2A2 (11.2-fold) and DDIT4 (1.6-fold) and the dramatic reduction of DEPTOR (by 93%), the negative regulator of mTORC1. (ii) Increased expression of TGFβ (2.1-fold increase) and SMAD3 (1.8-fold increase) was detected, suggesting elevated TGFβ-SMAD signaling [28]. (iii) There was a 20% reduction in SIRT1 expression (a negative regulator of PPARGC1A), a marked 2.7-fold increase in *PPARGC1A* expression, and a subsequent increase in PPARGC1A-regulated genes, namely, *NR1H3*, *SOX9*, and *HMOX1* ( > 2.5-fold change and <0.0001 adjusted p value). This observation supports previously published work in which *PPARGC1A* was observed to drive mitochondrial biogenesis and metabolic transformation in BHD cell models [11]. 

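After long-term knockdown HIF1A mRNA (chromosome 14, 61695513 to 61748259) was 27.1% lower, at 505 ± 47.9 against 694 ± 57.4 CPM (log2 fold change −0.46, SE 0.0959, adjusted p = 0.00148, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with a median log2 fold change of −0.20 in the 40 tested genes around it. HIF1A overlaps HIF1A-AS1 and AL137129.1. SLC2A2 (chromosome 3, 170996348 to 171026750) had too few counts to be tested: 36 over the 3 knockdown libraries and 2 over the 3 nontarget libraries, a ratio of 18.2 with a 95% counting interval of 4.70 to 156. DDIT4 (overlapping DDIT4-AS1) rose 1.65-fold, from 96.1 ± 22.6 to 159 ± 21.6 CPM (edgeR adjusted p = 0.00483), and DEPTOR (overlapping AP005717.1) fell by 93.1%, from 48.0 ± 4.14 to 3.19 ± 0.977 CPM (log2 fold change −3.86, edgeR adjusted p = 9.85e-11). TGFB1 (overlapping HNRNPUL1) was 1.93-fold higher, at 251 ± 63.2 against 130 ± 37.7 CPM (edgeR adjusted p = 0.00237), and SMAD3 (overlapping AC087482.1) 1.82-fold higher, at 214 ± 5.41 against 118 ± 11.3 CPM (edgeR adjusted p = 0.00108).

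SIRT1 (chromosome 10, 67884669 to 67918390) was 21.6% lower, at 37.4 ± 1.82 against 47.7 ± 4.76 CPM (log2 fold change −0.35, SE 0.107, edgeR adjusted p = 0.0186), and did not pass the threshold without long-term nontarget replicate 1 (edgeR adjusted p = 0.0826) or without long-term knockdown replicate 3. NR1H3 (overlapping ACP2) had 8.55 ± 0.613 CPM with and 3.05 ± 0.868 CPM without knockdown (edgeR adjusted p = 1.51e-04). SOX9 rose 4.70-fold, from 2.84 ± 0.327 to 13.6 ± 3.42 CPM (edgeR adjusted p = 2.44e-06), among 40 neighboring genes with a median log2 fold change of 0.51. HMOX1 (chromosome 22, 35380361 to 35394214) rose 2.41-fold, from 26.6 ± 5.57 to 64.4 ± 11.4 CPM (log2 fold change 1.27, SE 0.159, edgeR adjusted p = 9.83e-06), and was already higher after short-term knockdown, at 82.6 ± 11.5 against 24.6 ± 1.97 CPM.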

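The INK4 inhibitors did not all change in the same direction after long-term FLCN knockdown. CDKN2C (chromosome 1, 50960745 to 50974633) rose 2.60-fold, from 30.8 ± 7.71 to 80.3 ± 9.78 CPM (log2 fold change 1.38, SE 0.148, adjusted p = 1.77e-06, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). CDKN2A (chromosome 9, 21967753 to 21995301, overlapping CDKN2B-AS1) had 315 ± 85.4 against 194 ± 47.8 CPM (log2 fold change 0.70, edgeR adjusted p = 0.00979) and log2 fold changes of 0.45 to 0.89 when each library was left out in turn. CDKN2B (chromosome 9, 22002903 to 22009363) had 15.8 ± 2.70 against 10.2 ± 1.76 CPM (log2 fold change 0.61, edgeR adjusted p = 0.0146), and failed the threshold without long-term nontarget replicate 2 (edgeR adjusted p = 0.0810), knockdown replicate 2 or knockdown replicate 3. CDKN2D (chromosome 19, 10566462 to 10569059) fell from 9.89 ± 0.573 to 5.98 ± 0.402 CPM (log2 fold change −0.73, edgeR adjusted p = 0.00309). After short-term knockdown CDKN2C rose by 0.51 on the log2 scale (edgeR adjusted p = 0.0419), although each of the 6 fits without 1 library put it above the threshold (adjusted p 0.0661 to 0.146), and its long-term effect was higher by the interaction test (log2 difference 0.87, edgeR adjusted p = 0.00980). CDKN2A (0.23), CDKN2B (0.22) and CDKN2D (−0.11) had short-term log2 fold changes with adjusted p of 0.522, 0.541 and 0.763.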

More than half of the G_1_/S regulatory genes were dysregulated following *FLCN* knockdown, with notable changes to (iv) INK4 family members that negatively regulate CCND1 (graphed in Fig. 3B, CDKN2A-D) and (v) cell cycle regulators that control RB1 phosphorylation and E2F activation. We also found evidence that *FLCN* knockdown cells employ feedback mechanisms to reduce the expression of G_1_/S regulatory components. For example, although CCND1 was initially upregulated upon *FLCN* knockdown (Fig. 2C and Supplementary Fig. 4), *CCND1* mRNA was strikingly downregulated by 97% after long-term *FLCN* knockdown (Figs. 2C and 3A). 

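After long-term FLCN knockdown the 3 libraries held 21 to 28 CCND1 counts each, against 1001 to 1091 in the long-term nontarget libraries, or 3.49 ± 0.225 against 145 ± 13.9 CPM. This is a fall of 97.6% (log2 fold change −5.38, SE 0.141, adjusted p = 4.79e-14, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In the interaction test the long-term effect was below the short-term one (log2 difference −5.99, SE 0.174, edgeR adjusted p = 4.20e-13). The paper gives the early rise and later fall of CCND1 mRNA as an example of feedback in FLCN knockdown cells that lowers the expression of G1/S components.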

Given the bidirectional relationship between metabolism and cell cycle progression [29], we speculate that the altered metabolism observed in *FLCN*-deficient cells [11, 12] could underlie the defects in E2F-regulated cell cycle gene expression that become more pronounced and protumorigenic over time.

**Fig. 3:**
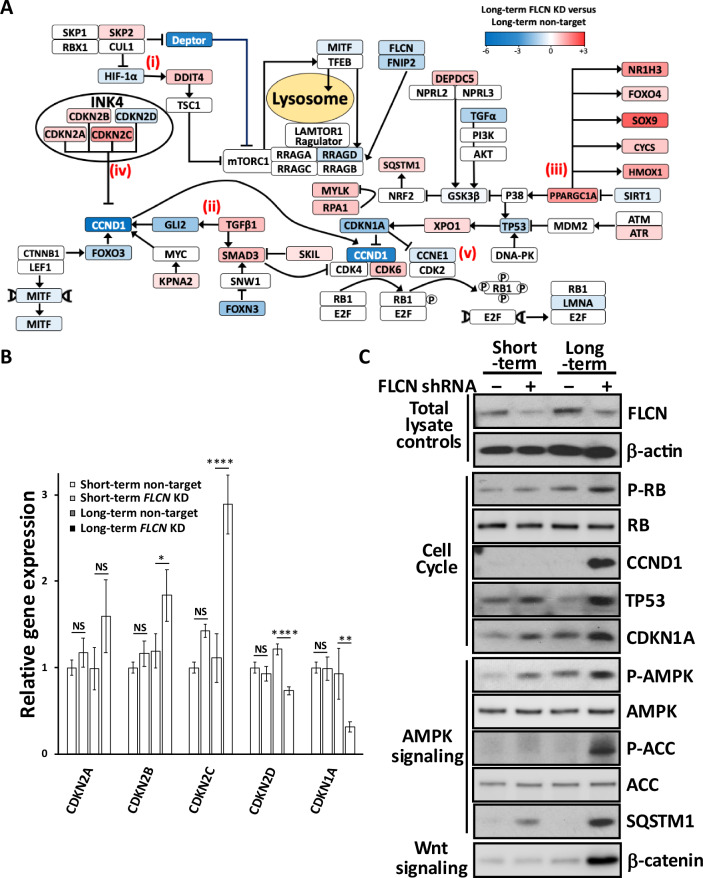
Differentially expressed genes and their associated signaling pathways. **A** RNA sequencing was used to compare long-term *FLCN* shRNA-mediated knockdown and nontargeting shRNA-mediated knockdown in HK2 cells (scale is set to log2-fold change). Each gene is depicted in a signaling flow diagram. The known signaling functions of FLCN include (i) enhancing HIF-1α activity, as shown by increased expression of the HIF-1α target genes *SLC2A2* and *REDD1*. A signaling feedback mechanism reduces HIF-1α through reducing HIF-1α expression and upregulating *SKP2*, a HIF-1α inhibitor. (ii) Upregulation of TGFβ/SMAD3 signaling upon knockdown of *FLCN*. SMAD3 is an inhibitor of the CCND1-CDK4/CDK6 complex. (iii) The expression of PGC1α and its downstream genes *NR1H3*, *FOXO4*, *SOX9*, *CYCS*, and *HMOX1* was markedly upregulated upon *FLCN* knockdown. (iv) The INK4 family members that inhibit *CCND1* and *CDKN2A-C* are increased, while *CDKN2D* is reduced. (v) Reduced expression of *CDKN1A* inhibits both CCND1 and CCNE1 activity. This finding demonstrated the presence of a transcriptional feedback mechanism that enhances CDK4/6 and CDK2 activity. Further differences were observed with enhanced *CDK6* expression and decreased expression of *CCND1* and *CCNE1*. **B** Relative gene expression of cyclin-dependent kinase inhibitors across the different HK2 cell lines was calculated (*n* = 3). **C** Protein lysates from spheroids generated from HK2 cells with or without short- or long-term *FLCN* shRNA knockdown (nontargeted shRNA was used as a control) were probed for phosphorylated RB1, CCND1, TP53, and CDKN1A; phosphorylated AMPK; and ACC; SQSTM1, β-catenin, FLCN, and β-actin, which were used as loading controls (*n* = 3).

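SKP2 (chromosome 5, 36151989 to 36184319) had 107 ± 9.15 CPM after long-term FLCN knockdown and 75.2 ± 9.82 CPM in nontarget cells (log2 fold change 0.51, SE 0.111, adjusted p = 0.00203, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The short-term increase was 0.54 (SE 0.114, edgeR adjusted p = 0.00478). The 40 tested genes nearest to SKP2 had median log2 fold changes of 0.21 long-term and 0.29 short-term.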

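FOXO4 (chromosome X, 71096197 to 71103535) had 14.8 ± 1.64 against 9.61 ± 1.90 CPM after long-term knockdown (log2 fold change 0.61, SE 0.169, adjusted p = 0.0105, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and was just above the threshold without long-term nontarget replicate 2 (edgeR adjusted p = 0.0545). CYCS (chromosome 7, 25120091 to 25125361) had 290 ± 16.5 against 176 ± 41.6 CPM (log2 fold change 0.72, SE 0.134, edgeR adjusted p = 5.22e-04), with a median log2 fold change of 0.41 in the 40 tested genes around it. With age in nontarget cells the median of those neighbors was −0.37. The annotation holds 40 pseudogenes of CYCS.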

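CDK6 (chromosome 7, 92604921 to 92836594, overlapping AC002454.1) had 236 ± 13.0 CPM after long-term FLCN knockdown and 140 ± 18.6 CPM in long-term nontarget cells (log2 fold change 0.76, SE 0.121, adjusted p = 1.22e-04, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The 40 tested genes nearest to it had a median log2 fold change of 0.39. With age in nontarget cells the median of those neighbors was −0.40.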

To assess whether alterations in spheroid growth correlated with the observed alterations in cell cycle pathway dysregulation, we generated lysates from the spheroids shown in Fig. 1B and analyzed a panel of cell cycle proteins. We found that spheroids from long-term *FLCN* knockdown had elevated CCND1 protein expression and RB1 phosphorylation (Fig. 3C). These alterations after long-term *FLCN* knockdown could correlate with their increased growth properties. As negative regulators of cyclin:cyclin dependent kinase (CDK) complexes, we analyzed TP53 and cyclin-dependent kinase inhibitor 1 A (CDKN1A, known as p21/WAF1). We found that these genes were highly expressed following *FLCN* knockdown, and in both cases, the levels were greater after long-term knockdown. These findings contrast with the RNA data, in which *CCND1*, *TP53* and *CDKN1A* mRNA expression was downregulated in response to long-term *FLCN* knockdown (Fig. 2C). 

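Leaving out each long-term library in turn gave log2 fold changes of −5.44 to −5.31 for CCND1 and −1.71 to −1.27 for CDKN1A, each with an adjusted p below 0.05 in edgeR's quasi-likelihood test.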

Long-term *FLCN* knockdown also elevated the expression of β-catenin, which is associated with increased WNT signaling, in line with our RNA sequencing findings (Fig. 1C). 

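CTNNB1, which encodes β-catenin, had 354 ± 12.0 CPM with and 350 ± 13.5 CPM without long-term FLCN knockdown (log2 fold change 0.01, SE 0.0831, adjusted p = 0.921, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Among the WNT genes, WNT5A (chromosome 3, 55465715 to 55490539) rose from 3.96 ± 0.635 to 21.5 ± 1.4 CPM (edgeR adjusted p = 6.05e-08) and WNT2B (chromosome 1, 112466541 to 112530165, overlapping ST7L) from 1.08 ± 0.297 to 6.10 ± 0.716 CPM (edgeR adjusted p = 1.03e-05), while WNT5B (chromosome 12, 1529891 to 1647243) fell from 47.4 ± 9.63 to 18.4 ± 5.07 CPM. Part of each change lies in the nontarget cells. Over the 3 libraries of a group, short-term and long-term nontarget cells had 292 and 86 counts of WNT5A, 84 and 23 of WNT2B, and 520 and 1031 of WNT5B. After long-term knockdown the counts were 456, 131 and 383.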

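SQSTM1 mRNA (chromosome 5, 179806398 to 179838078) was 1.56-fold higher after long-term FLCN knockdown, at 407 ± 44.3 against 261 ± 26.2 CPM (log2 fold change 0.64, SE 0.109, adjusted p = 2.36e-04, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). After short-term knockdown it was 1.97-fold higher, at 527 ± 56.4 against 268 ± 12.1 CPM (log2 fold change 0.98, edgeR adjusted p = 1.72e-05). The effects did not differ past the threshold by the interaction test (log2 difference −0.34, edgeR adjusted p = 0.163). The tested genes nearest to SQSTM1 rose as well, with median log2 fold changes of 0.52 long-term and 0.44 short-term, and the gene overlaps MGAT4B and MRNIP and has 1 pseudogene.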

Sequestosome 1 (SQSTM1, also known as p62) mRNA was also increased by 1.5-fold (Fig. 2C), and protein expression was markedly enhanced (Fig. 3C). AMPK and acetyl-CoA carboxylase (ACC) phosphorylation was enhanced following *FLCN* knockdown and was more evident after long-term knockdown (Fig. 3C). High levels of SQSTM1 and AMPK activation are consistent with metabolic alterations and energy stress, as previously reported in BHD models [11].

### FLCN interacts with components of the cell cycle and DDR

To further define FLCN as a tumor suppressor, mass spectrometry of GST-tagged FLCN-interacting partners was performed (Fig. 4A). This revealed 603 potential FLCN-binding proteins, and successful enrichment of FLCN-binding proteins was confirmed via the identification of previously characterized FLCN interactors, such as FLCN-interacting protein 1 (FNIP1) [30], FNIP2 [31], LDHA [13], PKP4 [14, 15] (Fig. 4B) and the BRCA1 A complex component BRE [32]. When considering identified interactors for which more than one unique peptide was identified, 541 potential FLCN-binding proteins were mapped to functional clusters by DAVID analysis (Fig. 4C). This revealed that the strongest enrichment was in proteins involved in translation, in keeping with the known function of FLCN in the mTORC1 pathway. Interestingly, we identified protein folding chaperones as highly enriched in our dataset; these chaperones included all eight components of the TRiC/CCT chaperonin complex and two isoforms of HSP90 plus the co-chaperone CDC37. The chaperonin CCT helps fold both mLST8 and Raptor, which are part of mTORC1 [33], while the R2TP complex (which includes RUVBL1 and RUVBL2), together with heat shock protein 90 (HSP90), is a chaperone for the assembly of protein complexes, including phosphatidylinositol 3-kinase (PI3K)-like kinases (PIKKs), such as TOR and PRKDC (refered to as DNA-dependent protein kinase (DNA-PK)) (highlighted in Figs. 4B and 4D) [34]. Additionally, FLCN was previously described as an HSP90 client protein, where the HSP90-FLCN interaction enhances the stability of FLCN, while the FLCN binding partners FNIP1/FNIP2 function as co-chaperones [35]. Several CCT substrates are cell cycle proteins, particularly those involved in the G_1_/S phase (discussed in [36]), so it was interesting to observe that cell division was also one of the top 10 enriched processes (Fig. 4C). There was a greater proportion of FLCN-binding proteins linked to the G_1_/S phase in the different stages of the cell cycle (Supplementary Fig. 3A), including CDK1, CDC20, TP53 and RB-binding protein 7 (RBBP-7). These findings support our RNA sequencing findings, indicating that FLCN is linked to the G_1_/S phase of the cell cycle. One cell cycle protein, DNA-PK, was our top interactor, with the most peptides identified (Supplementary Fig. 3B). This protein also plays a role in DNA repair, another process enriched in our interactome (Fig. 4C). Indeed, a number of interactors were involved in metabolism, the cell cycle and DNA damage (Fig. 4D).

**Fig. 4:**
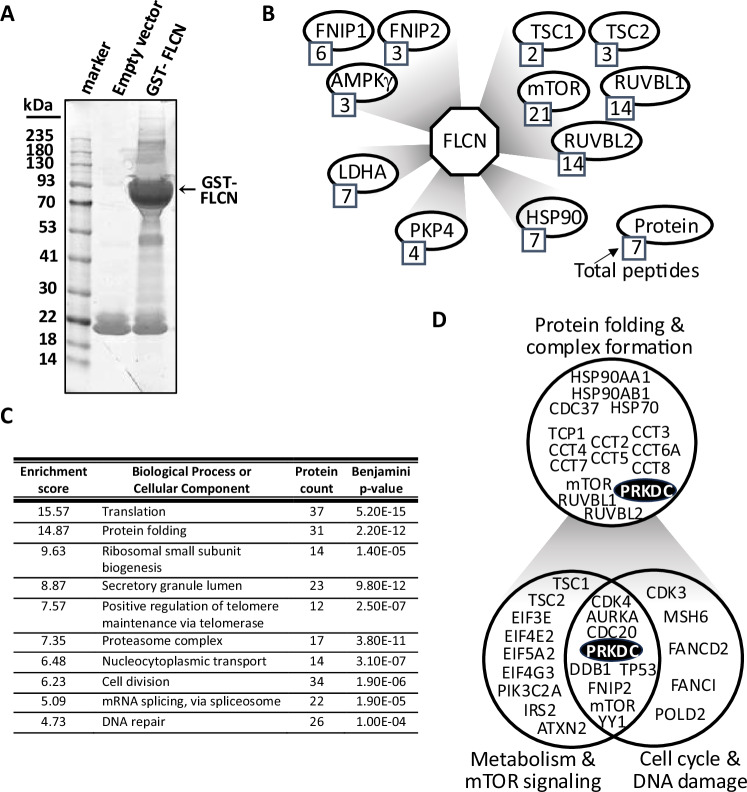
FLCN has an extensive PPI network. **A** GST-FLCN was overexpressed in HEK293 cells, after which the purified and interacting proteins were separated via SDS‒PAGE and stained with colloidal blue. The gel was sectioned for mass spectrometry analysis. **B** The FLCN protein interaction network is shown, which includes known FLCN interactions. The total peptide sequences identified after mass spectrometry are indicated. **C** FLCN-binding proteins identified by mass spectrometry were analyzed by DAVID, and the top ten enriched scored biological processes or cellular components are presented. **D** FLCN-binding proteins are involved in protein folding and complex formation, metabolism and mTOR signaling, and cell cycle and DNA damage.

### DNA-PK interacts with FLCN

As our top interactor, with 66 unique peptides and 17.9% coverage (Supplementary Fig. 3B, C), we focused our attention on DNA-PKcs. DNA-PKcs plays an important role in cell cycle check point control during DNA damage [37], so this aligns with our transcriptomic work linking FLCN to cell cycle dysregulation (Fig. 2B) and the finding of DNA-PK in our FLCN interaction network (Fig. 4D). Given that there are limitations to overexpressed protein purification methods, i.e., potential nonspecific or artificial protein binding to either beads or mislocalized overexpressed proteins, we carried out further FLCN-binding validation experiments on DNA-PKcs. We initially examined whether endogenous DNA-PKcs copurified with GST-tagged FLCN (Fig. 5A). We observed a robust interaction between DNA-PKcs and GST-FLCN but not between DNA-PKcs and the empty vector control, revealing that there was no nonspecific binding of DNA-PKcs to the beads. The other PIKK family members, ATM and ATR, were not immunoprecipitated with FLCN. After further validating the DNA-PKcs interaction, we observed the interaction of endogenous DNA-PKcs with immunoprecipitated endogenous FLCN (Fig. 5B). Next, we compared the associations of DNA-PKcs with wild-type FLCN and the BHD patient-derived mutants Y463X and H429X (Fig. 5C). Both C-terminal truncation mutants of FLCN interacted with endogenous DNA-PKcs. We then considered that FLCN might be a direct substrate of DNA-PKcs. Therefore, in vitro DNA-PK kinase assays were performed using TP53 as a DNA-PK substrate control (Fig. 5D). Supplementation with dsDNA was used to further enhance the kinase activity of DNA-PK. Unlike that of TP53, where DNA-PK-mediated phosphorylation was enhanced with the supplementation of dsDNA, we observed a much weaker level of [^32^P]-incorporation into FLCN. Neither FNIP1 nor FNIP2 further enhanced this low level of phosphorylation (data not shown). Given the low levels of [^32^P]-incorporation into FLCN, which was not further enhanced by supplementation with dsDNA, FLCN is unlikely to be a direct substrate of DNA-PK in these assays.

**Fig. 5:**
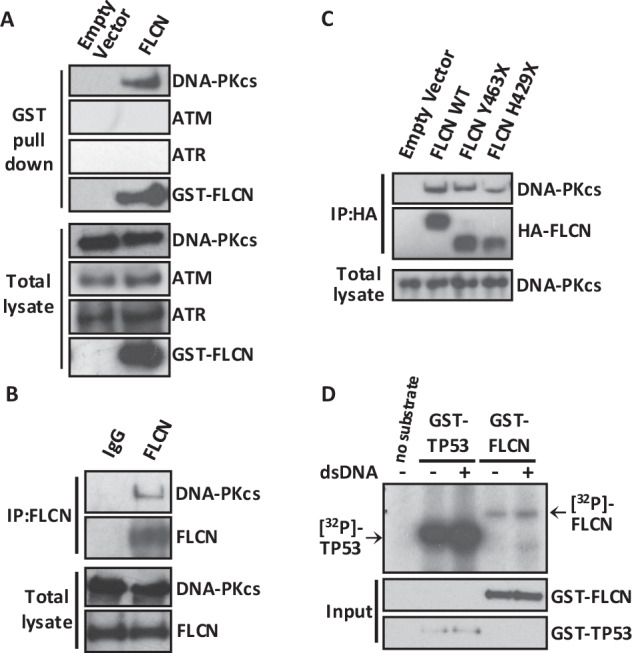
FLCN interacts with DNA-PK. **A** GST-tagged FLCN was overexpressed in HEK293 cells and used as a bait protein to validate the interactions between FLCN and endogenously expressed DNA damage components (DNA-PKcs, ATM, and ATR) via GST pull-down. **B** Endogenous FLCN was immunoprecipitated using an antibody against N-terminal FLCN, and the interaction of endogenous DNA-PKcs was detected via western blotting. **C** HA-tagged FLCN constructs (wild-type FLCN (WT)) and two patient-derived C-terminal truncation mutants (Y463X and H429X) were overexpressed in HEK293 cells and immunoprecipitated using anti-HA antibodies, and bound endogenous DNA-PKcs was detected via western blotting. **D** DNA-PK kinase assays were performed using GST-FLCN or GST-TP53, which were overexpressed and purified from HEK293 cells. The incorporation of radiolabeled phosphate [^32^P] was determined with active DNA-PK, which was further induced by supplementation with short double-stranded DNA (dsDNA).

### Cell cycle progression is dysregulated following long-term loss of FLCN

As DNA-PKcs regulates the phosphorylation of H2AX in response to cell cycle progression and DNA damage [38], we next analyzed γH2AX (H2AX phosphorylated at Ser139). Following short-term *FLCN* knockdown, γH2AX expression was enhanced, and long-term *FLCN* knockdown significantly elevated γH2AX expression (Fig. 6A and Supplementary Fig. 4A). γH2AX is classically regarded as a marker of DNA damage involved in the surveillance and repair of double strand breaks, such as those induced by ionizing radiation (IR). However, γH2AX has also been reported to occur independently of double-strand DNA breaks [39], in mitotic cells [38] and in response to serum starvation [40]. Therefore, we next assessed the interaction between DNA-PKcs and GST-FLCN following IR and found that endogenous DNA-PKcs dissociated from GST-FLCN after IR treatment at 5 and 10 Gy (Fig. 6B). This finding revealed that the FLCN/DNA-PK interaction is regulated by DNA damage. DNA damage markers in 5 Gy IR-treated cells were analyzed to determine whether *FLCN* knockdown altered DDR signaling. IR enhanced γH2AX expression, as expected, as indicated by increased basal and IR-induced γH2AX expression in *FLCN*-deficient HK2 cells (Fig. 6C). DNA-PKcs autophosphorylation is essential for the appropriate regulation of DNA strand end processing, enzyme inactivation, and complex dissociation from DNA (see review [41]). However, no change in DNA-PK autophosphorylation was observed upon *FLCN* knockdown. While phosphorylation of TP53 at Ser15 was induced under IR, there was no difference between *FLCN* knockdown and wild-type cells (Fig. 6C). These data showed that although γH2AX is elevated following *FLCN* loss, *FLCN* loss has no direct impact on IR-induced DNA-PK signaling; i.e., elevated γH2AX is unlikely to be reflective of double-strand DNA breaks. When the RNA sequencing data with and without *FLCN* knockdown were analyzed through Mutect2, there was no evidence of enhanced DNA mutation (data not shown). This finding indicates that *FLCN* loss is unlikely to enhance DNA damage but might be related to cell cycle control linked to DNA-PK.

**Fig. 6:**
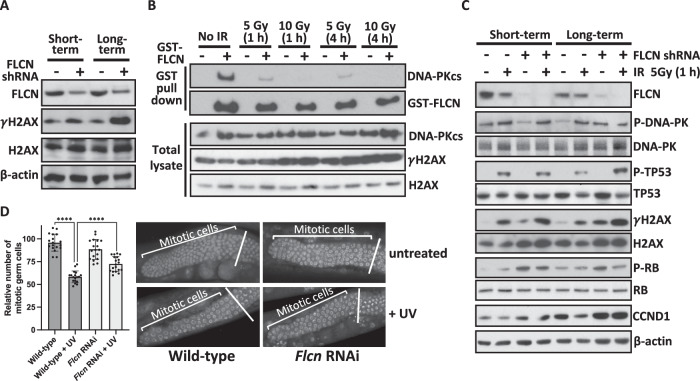
*FLCN* knockdown promotes cell cycle progression. **A** Serine 139 phosphorylation of the histone variant H2AX (γH2AX) was assessed under basal conditions in HK2 cells grown in standard cell culture with and without short-term or long-term *FLCN* shRNA knockdown (nontargeted shRNA was used as a control). **B** The FLCN/DNA-PKcs interaction was investigated following IR-induced DNA damage. GST-tagged FLCN was overexpressed in HEK293 cells that were then subjected to IR (5 or 10 Gy) and left for either 1 or 4 h prior to cellular lysis, as indicated. GST-FLCN was purified, and endogenous DNA-PKcs was detected via western blotting. **C** In HK2 cells with or without short- or long-term *FLCN* shRNA knockdown, DNA damage markers were assessed following 5 Gy IR for 1 h, where indicated. γH2AX, P-DNA-PKcs (Ser2056) and the downstream DNA-PK substrate P-TP53 (Ser15) are shown. G_1_/S phase cell cycle markers CCND1 and P-RB1 were analyzed and FLCN and β-actin were used as controls. **D** Mitotic germ cells were quantified in *C. elegans* with and without *Flcn* siRNA knockdown and subjected to UV damage, where indicated. Mitotic germ cells were scored and graphed. Representative images of the mitotic cells are presented (*n* = 18).

To determine whether cell cycle defects following *FLCN* loss are linked to the G_1_/S phase transition in mammalian cells, we examined the expression of CCND1 in HK2 cells following IR treatment (Fig. 6C). CCND1 expression was greater after *FLCN* was knocked down, which is in line with the findings of previous work [17]. After long-term *FLCN* knockdown, CCND1 protein expression further increased (Fig. 6C), even though *CCND1* mRNA was substantially reduced (Supplementary Fig. 4B). In healthy cells, CCND1 protein levels are typically reduced after IR as part of a normal DNA damage cell cycle checkpoint control mechanism [41]. However, in *FLCN* knockdown cells following IR treatment, CCND1 protein levels remain elevated, indicating a defect in the normal control of CCND1 after DNA damage (Fig. 6C). Additional HK2 clones with *FLCN* knockdown showed higher levels of CCND1 when compared to control HK2 cells (Supplementary Fig. 4C). Increased RB1 phosphorylation was also observed after *FLCN* knockdown, implying an increase in the number of active G_1_/S cyclin-CDK complexes (Fig. 6C). RB1 phosphorylation leads to E2F activation and entry into S phase, suggesting that knockdown of *FLCN* favors G_1_/S checkpoint slippage. 

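All 21 genes labelled in Fig. 2B had an adjusted p below 0.05 after long-term FLCN knockdown in edgeR's quasi-likelihood test, 11 higher and 10 lower than in long-term nontarget cells. Of the 21, 10 passed a fold change of 2.5 and all passed 1.5, with 0.59 as the smallest log2 fold change in size. The genes were picked by the authors from these libraries, so the tally is not independent evidence.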

In support of this observation, transcriptomic analysis revealed enrichment of E2F-regulated genes in *FLCN*-knockdown HK2 cells (Fig. 2B).

To examine the role of FLCN in an alternative system, we analyzed *C. elegans* with and without *Flcn* RNAi knockdown. *C. elegans* has previously been used as a model organism to characterize the effects of DNA damage and cell cycle checkpoint control in germ cells (reviewed in [42]). While we observed no change in the relative number of mitotic germ cells upon *Flcn* knockdown, *Flcn*-knockdown worms were defective in cell cycle arrest caused by UV-induced DNA damage. We observed a small increase in the relative number of mitotic germ cells after UV irradiation (Fig. 6D). These findings support the hypothesis that *Flcn* knockdown results in dysregulation of cell cycle progression following DNA damage. 

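As a set, the 43 S-phase genes of Seurat's cell cycle lists had a median log2 fold change of 0.06 after long-term FLCN knockdown, with 25 of 43 higher (adjusted p = 0.529 over 12 set tests, limma's camera with a preset correlation of 0.01, two-sided). After short-term knockdown the median was −0.01, with 21 of 43 higher (camera adjusted p = 0.808). Over all genes tested, 7 S-phase genes passed the threshold long-term and 4 short-term, as many as when adjusted over the list alone. For the 54 G2/M genes the long-term median was 0.08, with 37 of 54 higher (camera adjusted p = 0.311) and 12 genes past the threshold either way of adjusting. The short-term median was 0.03, with 32 of 54 higher (camera adjusted p = 0.358) and 3 genes past it. None of these set tests passed with limma's fry or with an estimated correlation between genes, and only the short-term G2/M test passed without 1 library (camera adjusted p = 0.0399, without short-term knockdown replicate 3). The paper took its E2F target genes from another list, that of Bracken et al., which was not tested as a set here.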

Overall, *FLCN* knockdown leads to cell cycle dysregulation with and without DNA damage, where we observed heightened levels of CCND1 and RB1 phosphorylation as well as enhanced E2F-mediated transcription of S-phase genes.

## Discussion

Despite the germline *FLCN* mutation, RCC takes several decades to develop in BHD patients, but most studies to date have analyzed only the immediate impact of *FLCN* loss in cells. Therefore, we explored the long-term consequences of *FLCN* loss through transcriptomic and proteomic analysis to better characterize FLCN as a tumor suppressor and, in doing so, uncovered links to DNA-PK and cell cycle control.

Proteomic analysis revealed that FLCN interactors are involved in protein folding, the cell cycle and DNA repair, including DNA-PKs. DNA-PKcs showed strong binding to both wild-type and BHD patient-derived FLCN mutants. Arguing against a nonspecific binding artifact, this interaction was completely reversed under IR. DNA-PK plays a key role in the DNA damage response. *FLCN* loss was previously linked to DNA damage, where *FLCN*-deficient cells were shown to be sensitive to PARP inhibitors due to impairment of the DNA repair ability associated with the BRCA1 complex [32]. In our study, we detected the BRCA1 A complex member BRE in our FLCN pulldown experiments and observed that long-term *FLCN* knockdown resulted in an increase in γH2AX. We believe that this increase in γH2AX expression is unlikely to be due to DNA damage, as other markers of DNA repair signaling were unaltered. DNA-PKs play roles beyond the DNA damage response, including in cell cycle progression [43]; therefore, we propose that *FLCN* loss causes defects in cell cycle control. It is likely that the higher levels of γH2AX after *FLCN* knockdown reflect the known role of DNA-PK in enhancing γH2AX expression during cell cycle control, which can occur independently of DNA damage [43]. Therefore, the large transcriptional changes in cell cycle genes observed upon *FLCN* knockdown are likely due to epigenetic alterations or altered gene expression downstream of metabolic signaling changes rather than an accumulation of unrepaired DNA errors.

While our study specifically focused on the G_1_/S phase of the cell cycle, it should be noted that FLCN has also been linked to the G_2_/M phase [44]. Upon *FLCN* knockdown, we observed aberrant protein expression of CCND1. Previous work revealed that the translation of *CCND1* mRNA was negatively regulated by a FLCN regulatory cis-acting element in its 3’-untranslated region [17], which partially helps to explain why CCND1 protein levels increase upon *FLCN*-deficiency. We observed that CCND1 protein levels remained elevated even after IR-induced DNA damage in the absence of FLCN, suggesting that the control of DNA damage at the cell cycle checkpoint may be compromised by FLCN knockdown. As RB1 phosphorylation was elevated upon *FLCN* knockdown, there must be a higher level of CDK activity toward RB1 in these cells. 

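Of 6 genes the paper lists as E2F-regulated (CCND1, PPARGC1A, TGFA, JUN, RPA1 and RBL1), 3 were higher and 2 lower after long-term FLCN knockdown at an adjusted p below 0.05 in edgeR's quasi-likelihood test, and 1 did not pass. After short-term knockdown 3 were higher, 0 lower, and 3 did not pass, among them JUN, whose call changed with the fit: it was higher in DESeq2, with only the 2 groups compared and in edgeR without knockdown replicate 2.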

Analysis of the RNA sequencing data provided further evidence of RB1/E2F activation, as E2F target genes were more highly expressed in the absence of *FLCN*. Furthermore, upon *FLCN* knockdown, we observed a modest reduction in the G_1_ population of cells, suggesting a potential increase in proliferative drive through G_1_/S in the absence of *FLCN*. The high protein levels of CCND1 and RB1 hyperphosphorylation in long-term *FLCN*-knockdown HK2 tumor spheroids likely contributed to their observed tumorigenicity.

Our interactome data and enrichment of protein folding chaperones are consistent with previous observations that FLCN is folded and assembled into large multiprotein complexes. Recent publications, such as the FLCN-FNIP2-Rag-Ragulator complex [45] and the mTORC1-TFEB-Rag-Ragulator megacomplex, which includes the FLCN-regulated RagC [46], have shown that FLCN is involved in megacomplexes that control metabolism.

While a limitation of this work is that our cell line data is restricted to the HK2 cell line due to the resources required for long-term culturing, we also used a *C. elegans* model to further confirm that FLCN is connected to cell cycle control. The DDR pathway is defined by several key features, one of which is cell cycle checkpoint control, which is regulated by DNA-PK. This helps prevent the propagation of somatic mutations into progeny cells when DNA damage is present and not repaired. Two pieces of evidence indicate a defect in proper cell cycle checkpoint control upon *FLCN* loss. First, *C. elegans* animals with *Flcn* knockdown had more mitotic germ cells following DNA damage than did those with nontarget *Flcn* knockdown. Second, in mammalian HK2 cells, CCND1/RB1-P remained elevated in the presence of DNA damage when *FLCN* was knocked down, while this checkpoint was engaged normally in wild-type cells (as observed by reduced CCND1/RB1 phosphorylation). Further studies in additional cell models and systems would help confirm and expand these findings to explain whether such dysregulation of cell cycle occurs over time and drives earlier onset of cancer progression observed in BHD patients.

## Materials and methods

### Cell culture

Unless stated otherwise, laboratory reagents were purchased from Merck Millipore (Burlington, Massachusetts, USA). HEK293 cells were purchased from American Type Culture Collection (Manassas, Virginia, USA). Cell maintenance and the generation of stable *FLCN*-knockdown HK2 cells have been described previously [10] and all clones were confirmed to match the HK2 line by STR analysis and knockdown clones remained stable in culture (outsourced to Northgene, Deeside, UK). Short- and long-term knockdown were defined as < 30 and > 105 passages after clonal selection, respectively. Lipofectamine 2000 transfection was carried out according to the manufacturer’s protocol (Life Technologies, Paisley, UK). Irradiation (IR) was carried out using a Gammacell 1000 Elite (Nordion Gamma Technologies, Abingdon, UK). The cells were checked with a Venor™ GeM Advance Mycoplasma Detection Kit (Minerva Biolabs, Berlin, Germany) according to the manufacturer’s guidelines and were found to be mycoplasma negative. Tumor spheroid growth assays in soft agar were performed as previously described [47]. For spheroid protein analysis, 12,500 cells were allowed to self-aggregate in 1.5% (w/v) agarose-coated wells. Forty-eight spheroids per cell line were lysed in 1x sample buffer (62.8 mM Tris, 10% (v/v) glycerol, 2% (w/v) SDS, 0.1% (w/v) bromophenol blue, 50 mM dithiothreitol (DTT) added just before use), sonicated and boiled prior to blotting. Cell lysis and western blot analysis were performed as previously described [48].

### Antibodies

Unless otherwise specified, the antibodies used were purchased from Cell Signaling Technology (Danvers, MA, USA). The phospho-specific antibodies used included p-H2AX Ser139 (#9718 P (20E3)), p-TP53 Ser15 (#9286 P (16G8)), p-RB1 Ser780 (D59B7), p-AMPK Thr172 (#2531), p-ACC Ser79 (#3661) and p-DNA-PK Ser2056 (ab124918 from Abcam Plc., Cambridge, UK). The pan-antibodies used included β-actin (#84573 (D6A8)), CCND1 (#2922), CDKN1A (12D1), SQSTM1 (#5114), and TP53 (DO-1 from Bethyl Laboratories Ltd., Montgomery, TX, USA) and from Merck Millipore both GST (#DAM1411332), ATM (#2873 (D2E2)), ATR (#2790), DNA-PKcs (#D00148436), and HA (#1186742300 from Roche Products Limited, Welwyn Garden City, UK). The custom-made N-terminal anti-FLCN was previously described [10].

### GST pull-down and coimmunoprecipitation assays

HEK293 cells were transfected with either GST-FLCN in the pDEST27 backbone (Life Technologies, 11812013) or the pcDNA3 empty vector. Then, 150 µL of lysate was incubated with preblocked glutathione-Sepharose 4B beads (GE Healthcare, Chalfont St. Giles, UK) at 4°C in a rotary shaker for 3 h. The beads were washed 5 times in BHD lysis buffer [8] supplemented with 300 mM NaCl for DNA-PKcs (250 mM for all other proteins). The bound proteins were eluted using 10 mM glutathione in elution buffer (20 mM HEPES (pH 8), 200 mM NaCl, 5 mM MgCl_2_) to avoid elution and subsequent detection of proteins that bound nonspecifically to the beads. The eluent was mixed with NuPAGE LDS sample buffer containing 100 mM DTT. For coimmunoprecipitation, HEK293 cells were transfected with HA-FLCN wild type, HA-FLCN Y463X or HA-FLCN H429X in the pcDNA3.1 vector or pcDNA3.1 empty vector (described in [8]). The lysates were precleared with unblocked protein G-Sepharose beads (GE Healthcare) for 1 h at 4°C and then centrifuged for 3 min at 3000 rpm and 4°C to remove the beads. The lysates were then incubated with anti-HA antibodies for 2 h at 4°C in a rotary shaker before BSA-blocked protein G-Sepharose beads were added for 2 h. The beads were subsequently washed, and the proteins were dissociated with sample buffer containing 25 mM DTT at 70°C for 10 min.

### Mass spectrometry sample preparation, sequencing, and FLCN protein–protein interaction analysis

Proteins were identified from gel fragments by liquid chromatography-tandem mass spectrometry (LC‒MS/MS), as previously described [49]. The identified proteins were filtered by removal of keratins. Proteins with 2 or more unique peptides identified were analyzed using the Database for Annotation, Visualization and Integrated Discovery (DAVID) Functional Annotation Clustering [50]. Known FLCN interactors were screened manually using the following GO terms: (i) protein folding GO:0006457, (ii) metabolic processes GO:0031323, (iii) cell cycle GO:0007049 and (iv) response to DNA damage GO:0006974.

### Statistical analysis

Unless stated otherwise, after determining a normal (Gaussian) distribution (Shapiro–Wilk test), ordinary one-way ANOVA with Tukey’s multiple comparisons was carried out using Prism GraphPad; * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, **** *p* < 0.0001, and not significant (ns). All the data are presented as the mean ± SEM. Experiments were repeated 3 times as biological repeats, unless stated otherwise. Figure legends state *n*-numbers and statistical analysis if different to the above. No inclusion or exclusion criteria, randomization or blinding of experiments were carried out for either the cell line and *C. elegan* experiments.

## Supplementary information

Supplementary Material

Supplementary Figure 1

Supplementary Figure 2

Supplementary Figure 3

Supplementary Figure 4

Uncropped western blots

## Data Availability

Proteomic dataset is available at 10.6084/m9.figshare.25943011. RNA sequencing data is available at Gene Expression Omnibus, accession GSE283021.

# Supplementary material for: Characterizing the tumor suppressor activity of FLCN in Birt-Hogg-Dubé syndrome cell models through transcriptomic and proteomic analysis
**Source:** Oncogene. 2025 Mar 25;44(23):1833–43. doi: 10.1038/s41388-025-03325-z
**Supplement:** Supplementary file 1 — Supplementary Material

**Supplementary Material and Methods**

*RNA sample preparation, sequencing, and analysis*

RNA was prepared for sequencing as described previously [1], except the Illumina® TruSeq® RNA sample preparation v2 (Illumina Inc.) kit was used for library preparation. Libraries were normalized to 8 nM and pooled together and sequenced on the Illumina® MiSeq with a 150 cycle, version 3, cartridge according to the manufacturer’s instructions. Reads were quality trimmed with FastP [2] before mapping with STAR (2-Pass) [3] and counts assigned with FeatureCounts [4]. Differentially expressed transcripts were identified using DeSeq2 package in R [5]in the SARTools wrapper. Analysis was carried out on all pairwise comparisons in the dataset. P-values were corrected for multiple testing using the Benjamini–Hochberg false discovery rate (FDR) method. DDR and cell cycle gene lists were obtained from AmiGo 2, GO: 0006974 (DDR), and GO: 0007049 (cell cycle) (http://amigo.geneontology.org/amigo). The E2F target gene list was taken from Bracken *et al*. [6]. Enrichment analysis was performed using REACTOME [7].

*In vitro DNA-PK kinase assay*

DNA-PK Kinase Enzyme System (#V4106, Promega, Chilworth, UK) was used. Following the manufacturer's protocol, 25 U/reaction of purified DNA-PK holoenzyme, 150 ng/reaction of either purified GST-FLCN or GST-TP53. The assay was activated with 100 mM ATP containing 1 μCi γ-[^32^P]. Reactions were incubated for 45 min at room temperature in the presence or absence of dsDNA. Kinase assay was stopped with the addition of 1x NuPage LDS sample buffer. Gels were vacuum-dried and γ-[^32^P] incorporation was measured by autoradiography.

*Flow cytometry*

DRAQ5™ (BioStatus) was added to live cell samples 10 min prior to analysis to quantify DNA content. The percentage of cells in G_1_ and G_2_ was quantified using Flow Jo v10 Software (Tristar).

*C. elegans strains and culture conditions*

*C. elegans* strains were cultured, maintained and synchronized according to the standard procedures [8] at 20 °C on nematode growth medium (NGM) agar plates seeded with OP50. Bristol N2 was used as the wild type strain. FNIP and FLCN RNAi clones were obtained from the Ahringer library available in Dr. Richard Roy’s laboratory (McGill University, Canada). The RNAi experiments were performed as described [9] and the control was bacteria transformed with empty vector. To perform the cell cycle arrest assays, young adult stage worms (42 h post-L1) treated with RNAi were exposed to 100 J/m2 UV-C irradiation using Stratagene UV crosslinker. 5 h post radiation, the number of mitotic germ cells in young adult hermaphrodites fixed in 100 % ethanol and stained with 4′,6-diamidino-2-phenylindole (DAPI) were counted using pictures obtained by fluorescence microscope (Zeiss Axioscope). For each condition in each experiment 15-20 animals were assessed.

**Supplementary References**

1. Johnson, CE, Dunlop, EA, Seifan, S, McCann, HD, Hay, T, Parfitt, GJ, *et al*. Loss of tuberous sclerosis complex 2 sensitizes tumors to nelfinavir-bortezomib therapy to intensify endoplasmic reticulum stress-induced cell death. Oncogene. 2018; 37:5913–5925.
2. Chen, S, Zhou, Y, Chen, Y, Gu, J. fastp: an ultra-fast all-in-one FASTQ preprocessor. Bioinformatics. 2018; 34:i884–i890.
3. Dobin, A, Davis, CA, Schlesinger, F, Drenkow, J, Zaleski, C, Jha, S, *et al*. STAR: ultrafast universal RNA-seq aligner. Bioinformatics. 2013; 29:15–21.
4. Liao, Y, Smyth, GK, Shi, W. featureCounts: an efficient general purpose program for assigning sequence reads to genomic features. Bioinformatics. 2014; 30:923–930.
5. Varet, H, Brillet-Guéguen, L, Coppée, JY, Dillies, MA. SARTools: A DESeq2- and EdgeR-Based R Pipeline for Comprehensive Differential Analysis of RNA-Seq Data. PLoS One. 2016; 11:e0157022.
6. Bracken, AP, Ciro, M, Cocito, A, Helin, K. E2F target genes: unraveling the biology. Trends Biochem Sci. 2004; 29:409–417.
7. Fabregat, A, Sidiropoulos, K, Viteri, G, Forner, O, Marin-Garcia, P, Arnau, V, *et al*. Reactome pathway analysis: a high-performance in-memory approach. BMC Bioinformatics. 2017; 18:142.
8. Stiernagle, T. Maintenance of C. elegans. WormBook. 2006; 1–11.
9. Kamath, RS, Martinez-Campos, M, Zipperlen, P, Fraser, AG, Ahringer, J. Effectiveness of specific RNA-mediated interference through ingested double-stranded RNA in Caenorhabditis elegans. Genome Biol. 2001;2:RESEARCH0002.

**Supplementary Figure Legends:**

**Supplementary Figure 1 Additional FLCN-knockdown clones exhibit increased tumorigenesis.** (**A**) Additional low- and high-passage *FLCN* knockdown (E1 and F5) and control (N4 and N8) clones were generated and plated under nonadherent conditions. Spheroids were imaged over 14 days (scalebar 200 μm), (**B**) with the % change in diameter compared to that on Day 0 graphed over time (n=37 across 3 biological repeats).

**Supplementary Figure 2: Differential gene expression clustering.** (**A**) Principal component analysis plot of DESeq2-normalized samples for long-term-WT (nontarget, purple), long-term-KD (*FLCN* knockdown, blue), short-term-WT (nontarget, yellow) and short-term-KD (*FLCN* knockdown, orange). The experimental replicates clustered tightly into distinct groups. The most significant factor of interest (PC1) separates long-term KD (*FLCN* knockdown) from other conditions. (**B**) A Euclidean cluster dendrogram plot of DESeq2-normalized samples showing sample similarity. (**C**) DNA content of HK2 wild-type (nontarget shRNA) and *FLCN* shRNA knockdown (short-term and long-term knockdown) cells was analyzed via flow cytometry using DRAQ7. The percentages of cells in the G_1_, S and G_2_ phases of the cell cycle are shown. Representative flow diagrams are presented (*n*=3).

**Supplementary Figure 3 FLCN interacts with components of the cell cycle and DNA damage apparatus.** (**A**) Cell cycle-related proteins identified in the FLCN interactome were plotted according to the cell cycle phase in which they function. (**B**) Potential FLCN-interacting proteins with known roles in the DNA damage response were identified, and the number of unique and total peptides was determined via mass spectrometry. (**C**) Unique peptides detected by mass spectrometry were mapped to PRKDC (DNA-PKcs) in yellow. These proteins represented 17.9% of the protein coverage. Underlined amino acids indicate a junction at which two unique peptides overlap.

**Supplementary Figure 4 Long-term FLCN knockdown causes a marked reduction in CCND1 mRNA expression.** (**A**) Relative levels of γH2AX (normalized to total H2AX) were assessed under basal conditions in HK2 cells grown in standard cell culture with and without short-term or long-term *FLCN* shRNA knockdown (nontargeted shRNA was used as a control) by densitometry (Image J), n=4. (**B**) QPCR for *CCND1* was carried out on HK2 cells with nontargeting shRNA and *FLCN* shRNA for short-term and long-term knockdown, using *ACTB* as a reference gene. The relative level of *CCND1* expression was normalized to 1 for the short-term nontargeting shRNA-knockdown HK2 cells (*n*=3). (**C**) Additional HK2 cells clones (N8 non-target; F5 and E1 FLCN knockdown), with or without short-term (S-T) or long-term (L-T) cell culture, were assessed following 5 Gy IR for 1 h for CCND1 protein expression. FLCN and β-actin serve as control.

# Supplementary material for: Characterizing the tumor suppressor activity of FLCN in Birt-Hogg-Dubé syndrome cell models through transcriptomic and proteomic analysis
**Source:** Oncogene. 2025 Mar 25;44(23):1833–43. doi: 10.1038/s41388-025-03325-z
**Supplement:** Supplementary file 4 — Supplementary Figure 3

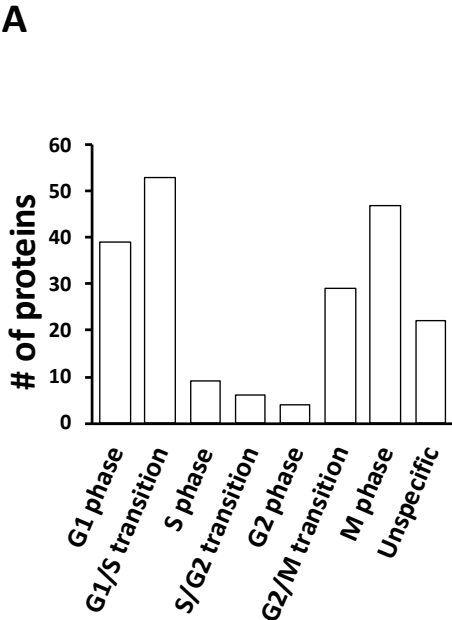

**B**

| Protein Symbol | Protein Name                                       | Unique peptides | Total peptides |
|----------------|----------------------------------------------------|-----------------|----------------|
| PRKDC          | Protein kinase DNA-activated, catalytic            | 66              | 147            |
| RIF1           | Rap1 interacting factor homology                   | 7               | 11             |
| ATM            | ATM serine/threonine kinase                        | 5               | 8              |
| ATR            | ATR serine/threonine kinase                        | 2               | 3              |
| ASCC3          | Activating signal cointegrator 1 complex subunit 3 | 12              | 15             |
| DDB1           | Damage specific DNA binding protein 1              | 6               | 10             |
| RuvBL2         | RuvB like AAA ATPase 2                             | 10              | 14             |
| RuvBL1         | RuvB like AAA ATPase 1                             | 7               | 14             |
| P53            | Tumor protein p53                                  | 3               | 6              |
| TPP1           | Tripeptidyl peptidase I                            | 2               | 4              |

**C**

>PRKDC

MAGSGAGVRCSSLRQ<sup>1</sup>ETLSAADRC<sup>2</sup>GAALAGHQ<sup>3</sup>LIRGLGQ<sup>4</sup>ECVLS<sup>5</sup>SSPAVLALQ<sup>6</sup>TSLVFS<sup>7</sup>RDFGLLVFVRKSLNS<sup>8</sup>IEFRECREE<sup>9</sup>ILKFLC<sup>10</sup>IFLEKMGQK<sup>11</sup>IA  
PY<sup>12</sup>SVEIKNTCTSVY<sup>13</sup>TKDRAAKCK<sup>14</sup>IPALDLLIKL<sup>15</sup>LQ<sup>16</sup>TFRSSRLMDEFK<sup>17</sup>IGELFSKFY<sup>18</sup>GELALKKKI<sup>19</sup>PDTVLEKVY<sup>20</sup>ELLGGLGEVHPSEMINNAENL<sup>21</sup>FRAFLG  
ELKTQMTSAVREP<sup>22</sup>KL<sup>23</sup>VL<sup>24</sup>LAGCLKGLS<sup>25</sup>SLLCNFTKSMEE<sup>26</sup>DQTSREIF<sup>27</sup>FNVLKA<sup>28</sup>IRPQIDLKR<sup>29</sup>YAVPSAGLRL<sup>30</sup>FALHASQF<sup>31</sup>STCLLDNVSL<sup>32</sup>FEVL<sup>33</sup>LK<sup>34</sup>WCAH  
TNVELKK<sup>35</sup>AALSAL<sup>36</sup>ESFLK<sup>37</sup>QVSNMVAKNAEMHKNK<sup>38</sup>LQYFMEQFYGI<sup>39</sup>IRN<sup>40</sup>VD<sup>41</sup>SNNKEL<sup>42</sup>SIA<sup>43</sup>IRGYGLFAG<sup>44</sup>PCKVINAK<sup>45</sup>DVDFMYVELI<sup>46</sup>QRC<sup>47</sup>KQMFL<sup>48</sup>TQT<sup>49</sup>DTGD  
DRVYQMP<sup>50</sup>SFLQ<sup>51</sup>SVASVL<sup>52</sup>LYLDTV<sup>53</sup>PEVYTP<sup>54</sup>VLEHLVVMQ<sup>55</sup>IDSFPQYSPKMQ<sup>56</sup>LVCRAIV<sup>57</sup>KVFLALAAKG<sup>58</sup>PVLRNC<sup>59</sup>ISTVVHQGL<sup>60</sup>IRICSKPVVLPK<sup>61</sup>GPESES  
EDHRA<sup>62</sup>SGEVRT<sup>63</sup>GKWKVP<sup>64</sup>TYKYD<sup>65</sup>VL<sup>66</sup>FRHL<sup>67</sup>LSSDQ<sup>68</sup>MMSD<sup>69</sup>ILADEAFFS<sup>70</sup>VNS<sup>71</sup>SSESLN<sup>72</sup>HLLY<sup>73</sup>YDFVK<sup>74</sup>SVLKIVEKLDLT<sup>75</sup>LEI<sup>76</sup>QTVGEQ<sup>77</sup>ENGDEAPGVWMI<sup>78</sup>PTS  
DPAANLHPAKPKDF<sup>79</sup>SAFINL<sup>80</sup>VEFCRE<sup>81</sup>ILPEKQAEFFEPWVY<sup>82</sup>SFSYEL<sup>83</sup>ILQSTR<sup>84</sup>LPLISGFYKLLS<sup>85</sup>ITVRNAKKI<sup>86</sup>KYFEGVSPKSL<sup>87</sup>KHSPEDPEKY<sup>88</sup>SCFALF  
VKFGKEVAVKMKQY<sup>89</sup>KDELLASCL<sup>90</sup>TFLLSLPHN<sup>91</sup>IIELDVRAYVPA<sup>92</sup>LQMAFKLGLSYT<sup>93</sup>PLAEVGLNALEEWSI<sup>94</sup>YIDR<sup>95</sup>HVMQPY<sup>96</sup>YYKD<sup>97</sup>ILPCLDGYLKT<sup>98</sup>SALSDE  
TK<sup>99</sup>NNWEVSAL<sup>100</sup>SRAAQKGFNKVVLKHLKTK<sup>101</sup>NLSSNEAI<sup>102</sup>SLEEIR<sup>103</sup>IRVVQMLGSLGGQ<sup>104</sup>INKNLL<sup>105</sup>TVTSSDEMMSKY<sup>106</sup>VAWDREKRL<sup>107</sup>SFAVPF<sup>108</sup>REM<sup>109</sup>KPVIFLDV<sup>110</sup>  
FLPRVTE<sup>111</sup>LAL<sup>112</sup>TASDRQ<sup>113</sup>TKVAACEL<sup>114</sup>LHSMVMFMLGKATQ<sup>115</sup>MP<sup>116</sup>EGGQ<sup>117</sup>GAPP<sup>118</sup>MYQLYKRTF<sup>119</sup>PVLLRL<sup>120</sup>LACD<sup>121</sup>VQVTRQ<sup>122</sup>LYEPLVMQ<sup>123</sup>LIHWFT<sup>124</sup>NNKKFE<sup>125</sup>SQD<sup>126</sup>TVALL  
EAILD<sup>127</sup>GIVDP<sup>128</sup>DSTLR<sup>129</sup>DFCGRCI<sup>130</sup>REFL<sup>131</sup>KWSIK<sup>132</sup>QITPQ<sup>133</sup>QEKSPVNTK<sup>134</sup>SLFKR<sup>135</sup>LYSLALHPNAFKR<sup>136</sup>LGASLAFNNIY<sup>137</sup>REFREEESL<sup>138</sup>VEQ<sup>139</sup>FGVFEALVI<sup>140</sup>MESL  
ALAHAD<sup>141</sup>ESLGTIQ<sup>142</sup>QCDAI<sup>143</sup>DHLCRI<sup>144</sup>IEKKHVSLNKA<sup>145</sup>KRRLLPRGFP<sup>146</sup>PSASLCLLDLVKWL<sup>147</sup>LHCGRPQTECRH<sup>148</sup>KSI<sup>149</sup>ELFYK<sup>150</sup>FVPL<sup>151</sup>LPGNR<sup>152</sup>SPNLWLK<sup>153</sup>DVL  
KEEGV<sup>154</sup>SFLINT<sup>155</sup>FE<sup>156</sup>GGCG<sup>157</sup>QSPSGI<sup>158</sup>LAQPTLLYL<sup>159</sup>RGPFSLQAT<sup>160</sup>LCWL<sup>161</sup>LDL<sup>162</sup>SALALECYN<sup>163</sup>TFTGER<sup>164</sup>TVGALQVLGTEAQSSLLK<sup>165</sup>AVAFFLESIA<sup>166</sup>MHDI<sup>167</sup>IAAEKCF  
GTGAAGNR<sup>168</sup>TSPQ<sup>169</sup>EGERYNYSKCT<sup>170</sup>VVVRIMEFT<sup>171</sup>TTL<sup>172</sup>LN<sup>173</sup>TSPEGWK<sup>174</sup>L<sup>175</sup>LKKDLCNT<sup>176</sup>HLMRVL<sup>177</sup>VQTLCEPAS<sup>178</sup>IGFNIGDVQ<sup>179</sup>VM<sup>180</sup>AHL<sup>181</sup>P<sup>182</sup>DVCVNL<sup>183</sup>MKA<sup>184</sup>IK<sup>185</sup>MS<sup>186</sup>PKY<sup>187</sup>DI  
LE<sup>188</sup>THLRE<sup>189</sup>KITAQ<sup>190</sup>SIELC<sup>191</sup>AVNLYG<sup>192</sup>PDAQ<sup>193</sup>VD<sup>194</sup>RSRLAAVVS<sup>195</sup>ACKQLHR<sup>196</sup>AGLLHNIL<sup>197</sup>PSQSTD<sup>198</sup>LHH<sup>199</sup>SVGTELL<sup>200</sup>SL<sup>201</sup>LVYK<sup>202</sup>GIAPGDERQ<sup>203</sup>CLP<sup>204</sup>SLDLS<sup>205</sup>CKQLASGLL  
ELAFATGG<sup>206</sup>L<sup>207</sup>CERL<sup>208</sup>VSLL<sup>209</sup>LNPAVL<sup>210</sup>STASLGSSQGSV<sup>211</sup>IHF<sup>212</sup>SHGEYF<sup>213</sup>YSLFSE<sup>214</sup>TINTEL<sup>215</sup>LK<sup>216</sup>NLDLAVLE<sup>217</sup>LMQSSVD<sup>218</sup>NTKM<sup>219</sup>VS<sup>220</sup>AVLNGMLDQ<sup>221</sup>SFRERANQ<sup>222</sup>KHQGL  
KLAT<sup>223</sup>TI<sup>224</sup>LQH<sup>225</sup>WKK<sup>226</sup>CDSSWAKD<sup>227</sup>SPL<sup>228</sup>ETKMAVL<sup>229</sup>ALLAK<sup>230</sup>ILQIDS<sup>231</sup>SVS<sup>232</sup>FNT<sup>233</sup>SHG<sup>234</sup>SFPEV<sup>235</sup>FTTY<sup>236</sup>ISLADTKL<sup>237</sup>DLHLK<sup>238</sup>QAVTLL<sup>239</sup>FFF<sup>240</sup>TSLTGG<sup>241</sup>SLEELR<sup>242</sup>VLEBQ<sup>243</sup>  
IVAHF<sup>244</sup>PMQSR<sup>245</sup>EP<sup>246</sup>PGT<sup>247</sup>PRFN<sup>248</sup>NYVDCMK<sup>249</sup>FLDALE<sup>250</sup>LSQSPMLLE<sup>251</sup>IMTEVLCRE<sup>252</sup>QQQHVMEELF<sup>253</sup>QSSFR<sup>254</sup>IAARRGSCV<sup>255</sup>TQVGLLE<sup>256</sup>SVYEMFR<sup>257</sup>KD<sup>258</sup>PD<sup>259</sup>RLS<sup>260</sup>FTRQS  
FVDRS<sup>261</sup>LLTLL<sup>262</sup>WHCS<sup>263</sup>LDALREFF<sup>264</sup>STIV<sup>265</sup>VDAIDV<sup>266</sup>LKS<sup>267</sup>RFTK<sup>268</sup>LN<sup>269</sup>ESTFDT<sup>270</sup>QIT<sup>271</sup>KKMG<sup>272</sup>YK<sup>273</sup>ILDV<sup>274</sup>MSRL<sup>275</sup>PKD<sup>276</sup>DVHAK<sup>277</sup>SKI<sup>278</sup>NQV<sup>279</sup>FHGSCI<sup>280</sup>TEG<sup>281</sup>NELTK<sup>282</sup>TLIK<sup>283</sup>LC  
YDAFT<sup>284</sup>ENMAGEN<sup>285</sup>QL<sup>286</sup>LERRRL<sup>287</sup>YHCAAYNCA<sup>288</sup>ISV<sup>289</sup>ICCVF<sup>290</sup>NELK<sup>291</sup>FYQ<sup>292</sup>GFL<sup>293</sup>FSEKPEK<sup>294</sup>NLLIFENL<sup>295</sup>IDL<sup>296</sup>KRRY<sup>297</sup>NFP<sup>298</sup>VEVE<sup>299</sup>VMERK<sup>300</sup>KKYIE<sup>301</sup>IRKEAREAA<sup>302</sup>NGSD<sup>303</sup>  
GPSYMS<sup>304</sup>SSL<sup>305</sup>SYLAD<sup>306</sup>STLS<sup>307</sup>EEMS<sup>308</sup>QF<sup>309</sup>DFST<sup>310</sup>GVQSY<sup>311</sup>SYSSQD<sup>312</sup>PRPAT<sup>313</sup>GRFR<sup>314</sup>RRE<sup>315</sup>QRD<sup>316</sup>PTV<sup>317</sup>HDDVLE<sup>318</sup>LEMDEL<sup>319</sup>NRHECMA<sup>320</sup>PLTAL<sup>321</sup>VKHMHR<sup>322</sup>SLGPPQ<sup>323</sup>GEEDS<sup>324</sup>VPRD<sup>325</sup>  
LP<sup>326</sup>SWMK<sup>327</sup>FLHGK<sup>328</sup>LGN<sup>329</sup>PIV<sup>330</sup>PLN<sup>331</sup>IRL<sup>332</sup>FLAK<sup>333</sup>LV<sup>334</sup>INTEEV<sup>335</sup>FRP<sup>336</sup>YAKHWL<sup>337</sup>SPL<sup>338</sup>LQLAAS<sup>339</sup>ENNGGE<sup>340</sup>GIHYM<sup>341</sup>VEI<sup>342</sup>VAT<sup>343</sup>ILSWT<sup>344</sup>GLAT<sup>345</sup>PTGV<sup>346</sup>PKDEV<sup>347</sup>LANRLL<sup>348</sup>NFLMKH  
VFHPKRAV<sup>349</sup>FRHNLE<sup>350</sup>IIK<sup>351</sup>TLVECW<sup>352</sup>KDCLSI<sup>353</sup>PYRLIFEK<sup>354</sup>SGKDPN<sup>355</sup>SKDNSV<sup>356</sup>GIQLG<sup>357</sup>IVMAND<sup>358</sup>LPYDP<sup>359</sup>QCQ<sup>360</sup>IQS<sup>361</sup>SEY<sup>362</sup>FQALVN<sup>363</sup>NMS<sup>364</sup>FVRYK<sup>365</sup>EVYAA<sup>366</sup>AAEVL<sup>367</sup>  
GLIL<sup>368</sup>RY<sup>369</sup>VMERKNILEES<sup>370</sup>LCE<sup>371</sup>LVA<sup>372</sup>KQL<sup>373</sup>KQH<sup>374</sup>QNTMED<sup>375</sup>KFIVCL<sup>376</sup>NKV<sup>377</sup>TKS<sup>378</sup>FPP<sup>379</sup>LADR<sup>380</sup>FMNAV<sup>381</sup>FFL<sup>382</sup>LPK<sup>383</sup>F<sup>384</sup>HGVLK<sup>385</sup>TLC<sup>386</sup>LEV<sup>387</sup>VLC<sup>388</sup>RVEGMT<sup>389</sup>ELY<sup>390</sup>FQLKSK<sup>391</sup>DFV<sup>392</sup>QVM  
RHRD<sup>393</sup>DERQ<sup>394</sup>KVCLDI<sup>395</sup>IYKMP<sup>396</sup>KLK<sup>397</sup>PVE<sup>398</sup>LRE<sup>399</sup>LLN<sup>400</sup>PVVE<sup>401</sup>FV<sup>402</sup>SH<sup>403</sup>STT<sup>404</sup>CREQ<sup>405</sup>MYN<sup>406</sup>ILMWI<sup>407</sup>HDN<sup>408</sup>YRDPES<sup>409</sup>ETDNDS<sup>410</sup>QEI<sup>411</sup>FKLAK<sup>412</sup>DVLI<sup>413</sup>QGLIDEN<sup>414</sup>PG<sup>415</sup>LQ<sup>416</sup>LI<sup>417</sup>IRNFW  
SHETR<sup>418</sup>LP<sup>419</sup>SNT<sup>420</sup>LDRL<sup>421</sup>LALNS<sup>422</sup>LYSPK<sup>423</sup>IEVH<sup>424</sup>FLSLAT<sup>425</sup>NFLLEMT<sup>426</sup>SMSP<sup>427</sup>DYPN<sup>428</sup>PMFEH<sup>429</sup>PLSECE<sup>430</sup>FQEY<sup>431</sup>TI<sup>432</sup>DS<sup>433</sup>DWFR<sup>434</sup>STVLT<sup>435</sup>PMF<sup>436</sup>VETQASQGT<sup>437</sup>LQTRT<sup>438</sup>QEGSL<sup>439</sup>S  
AR<sup>440</sup>WPVAGQIRAT<sup>441</sup>QOQH<sup>442</sup>DFTL<sup>443</sup>TQTADGRS<sup>444</sup>SFDWL<sup>445</sup>TGS<sup>446</sup>STD<sup>447</sup>PLVD<sup>448</sup>HTSP<sup>449</sup>SDS<sup>450</sup>LLFAH<sup>451</sup>KRSE<sup>452</sup>RLQ<sup>453</sup>RAP<sup>454</sup>LKS<sup>455</sup>VGP<sup>456</sup>DFGK<sup>457</sup>RLGLPG<sup>458</sup>DEV<sup>459</sup>NKV<sup>460</sup>KGAAGR<sup>461</sup>TDL<sup>462</sup>LR  
LRRRFMRD<sup>463</sup>QEK<sup>464</sup>LSL<sup>465</sup>MYARKG<sup>466</sup>VAEQ<sup>467</sup>KREKE<sup>468</sup>IKS<sup>469</sup>ELK<sup>470</sup>MMQ<sup>471</sup>DAQ<sup>472</sup>VVLYRS<sup>473</sup>YR<sup>474</sup>HGDL<sup>475</sup>LPDIQ<sup>476</sup>IKHS<sup>477</sup>SLIT<sup>478</sup>PLQ<sup>479</sup>AVAQRD<sup>480</sup>PI<sup>481</sup>IAK<sup>482</sup>QLFSS<sup>483</sup>LFSS<sup>484</sup>GILKE<sup>485</sup>MDK<sup>486</sup>FTLSE  
KNNIT<sup>487</sup>QKL<sup>488</sup>QD<sup>489</sup>FNR<sup>490</sup>FLN<sup>491</sup>TTF<sup>492</sup>SFF<sup>493</sup>PPF<sup>494</sup>VSC<sup>495</sup>IQD<sup>496</sup>ISC<sup>497</sup>QHAALL<sup>498</sup>SLD<sup>499</sup>PAAS<sup>500</sup>VASGLASL<sup>501</sup>QQP<sup>502</sup>VGIR<sup>503</sup>LLEEAL<sup>504</sup>RL<sup>505</sup>LP<sup>506</sup>AEL<sup>507</sup>PAK<sup>508</sup>RVR<sup>509</sup>GKARLP<sup>510</sup>PDV<sup>511</sup>LRW<sup>512</sup>VELAKL  
YRSIG<sup>513</sup>EYD<sup>514</sup>VL<sup>515</sup>RGI<sup>516</sup>FTSE<sup>517</sup>IGT<sup>518</sup>Q<sup>519</sup>ITQS<sup>520</sup>ALL<sup>521</sup>EAARS<sup>522</sup>DYSEAA<sup>523</sup>QYDEAL<sup>524</sup>NKQ<sup>525</sup>DWV<sup>526</sup>DGE<sup>527</sup>PTEAK<sup>528</sup>DFWEL<sup>529</sup>ASLD<sup>530</sup>CYNH<sup>531</sup>LAEWK<sup>532</sup>SLEYCS<sup>533</sup>TAS<sup>534</sup>IDSEN<sup>535</sup>PDLN<sup>536</sup>KI  
WSEPF<sup>537</sup>YQE<sup>538</sup>TYL<sup>539</sup>PYM<sup>540</sup>IRS<sup>541</sup>KLK<sup>542</sup>LL<sup>543</sup>LQGEAD<sup>544</sup>QSL<sup>545</sup>LT<sup>546</sup>FDKAMH<sup>547</sup>GELQKA<sup>548</sup>ILE<sup>549</sup>LHY<sup>550</sup>SQEL<sup>551</sup>SL<sup>552</sup>LYL<sup>553</sup>QD<sup>554</sup>DV<sup>555</sup>DR<sup>556</sup>AKY<sup>557</sup>YI<sup>558</sup>QNG<sup>559</sup>IQS<sup>560</sup>FMQ<sup>561</sup>NYS<sup>562</sup>SID<sup>563</sup>VLL<sup>564</sup>HQS<sup>565</sup>RLT<sup>566</sup>KLQS  
VQALTEI<sup>567</sup>QE<sup>568</sup>FI<sup>569</sup>SFI<sup>570</sup>SKQ<sup>571</sup>GNL<sup>572</sup>SSQ<sup>573</sup>VPL<sup>574</sup>KR<sup>575</sup>LLNT<sup>576</sup>WTN<sup>577</sup>RY<sup>578</sup>PD<sup>579</sup>AK<sup>580</sup>MD<sup>581</sup>PMNI<sup>582</sup>WDDI<sup>583</sup>ITNR<sup>584</sup>CFF<sup>585</sup>LSK<sup>586</sup>IEE<sup>587</sup>KLT<sup>588</sup>PLP<sup>589</sup>EDNSM<sup>590</sup>NVD<sup>591</sup>QD<sup>592</sup>GPS<sup>593</sup>DRME<sup>594</sup>VQE<sup>595</sup>QED<sup>596</sup>IS<sup>597</sup>SLIR  
SCKFS<sup>598</sup>MMK<sup>599</sup>MT<sup>600</sup>DSARK<sup>601</sup>QNNF<sup>602</sup>SLAMK<sup>603</sup>LKE<sup>604</sup>LH<sup>605</sup>KESK<sup>606</sup>TRD<sup>607</sup>WL<sup>608</sup>LVSW<sup>609</sup>VQS<sup>610</sup>YRCL<sup>611</sup>SHCR<sup>612</sup>SRSQ<sup>613</sup>GCSE<sup>614</sup>QVLT<sup>615</sup>VLK<sup>616</sup>TVSLLDEN<sup>617</sup>NVS<sup>618</sup>SYLSK<sup>619</sup>II<sup>620</sup>LA<sup>621</sup>FR<sup>622</sup>DQ<sup>623</sup>NI<sup>624</sup>LLGT<sup>625</sup>  
YRI<sup>626</sup>IANAL<sup>627</sup>SSE<sup>628</sup>PAC<sup>629</sup>LAE<sup>630</sup>IEE<sup>631</sup>DKARR<sup>632</sup>ILELSGSS<sup>633</sup>SEDSEK<sup>634</sup>VIAG<sup>635</sup>LYQRA<sup>636</sup>FQHL<sup>637</sup>SEAV<sup>638</sup>QAAEEE<sup>639</sup>AQP<sup>640</sup>PSW<sup>641</sup>SCG<sup>642</sup>PAG<sup>643</sup>VI<sup>644</sup>DAY<sup>645</sup>MTL<sup>646</sup>AD<sup>647</sup>FC<sup>648</sup>QQL<sup>649</sup>RKEE<sup>650</sup>ENAS<sup>651</sup>VI  
DS<sup>652</sup>AEL<sup>653</sup>QAY<sup>654</sup>PAL<sup>655</sup>VVE<sup>656</sup>KML<sup>657</sup>KAL<sup>658</sup>KL<sup>659</sup>NSNEAR<sup>660</sup>LK<sup>661</sup>FPRL<sup>662</sup>LQII<sup>663</sup>IER<sup>664</sup>YPEET<sup>665</sup>L<sup>666</sup>SLMTKE<sup>667</sup>IS<sup>668</sup>SVPC<sup>669</sup>QW<sup>670</sup>FIS<sup>671</sup>WIS<sup>672</sup>HMV<sup>673</sup>ALL<sup>674</sup>DKD<sup>675</sup>QAV<sup>676</sup>AVQ<sup>677</sup>HSVEEI<sup>678</sup>TDN<sup>679</sup>YPQ<sup>680</sup>AI<sup>681</sup>V<sup>682</sup>PF<sup>683</sup>II  
SSESY<sup>684</sup>SFK<sup>685</sup>D<sup>686</sup>TS<sup>687</sup>TGH<sup>688</sup>KNKE<sup>689</sup>FVARI<sup>690</sup>KSK<sup>691</sup>LDQ<sup>692</sup>GGV<sup>693</sup>IQD<sup>694</sup>FINALD<sup>695</sup>QLSN<sup>696</sup>PE<sup>697</sup>LLF<sup>698</sup>KDW<sup>699</sup>SN<sup>700</sup>DVRAEL<sup>701</sup>AKTP<sup>702</sup>VN<sup>703</sup>KN<sup>704</sup>IEKMYER<sup>705</sup>MYAAL<sup>706</sup>GDPKA<sup>707</sup>PGLGA<sup>708</sup>FR<sup>709</sup>KFI<sup>710</sup>QTF  
GKEFD<sup>711</sup>KHF<sup>712</sup>GK<sup>713</sup>GSK<sup>714</sup>LLRM<sup>715</sup>KL<sup>716</sup>SDFNDI<sup>717</sup>TNMLLL<sup>718</sup>KMN<sup>719</sup>KDS<sup>720</sup>KPP<sup>721</sup>GNL<sup>722</sup>KEC<sup>723</sup>SPWMSD<sup>724</sup>FKVE<sup>725</sup>FLRNE<sup>726</sup>LEI<sup>727</sup>PGQ<sup>728</sup>YDGR<sup>729</sup>GK<sup>730</sup>PL<sup>731</sup>PEYH<sup>732</sup>VRI<sup>733</sup>AGF<sup>734</sup>DER<sup>735</sup>VTVMAS<sup>736</sup>LRR<sup>737</sup>PKR  
II<sup>738</sup>IRG<sup>739</sup>HDER<sup>740</sup>HP<sup>741</sup>FL<sup>742</sup>VKG<sup>743</sup>GED<sup>744</sup>LRQ<sup>745</sup>DQ<sup>746</sup>RV<sup>747</sup>EQ<sup>748</sup>LFQ<sup>749</sup>VMNGI<sup>750</sup>LAQD<sup>751</sup>SAC<sup>752</sup>SQ<sup>753</sup>RALQ<sup>754</sup>LRT<sup>755</sup>YSV<sup>756</sup>VPMT<sup>757</sup>SR<sup>758</sup>LGL<sup>759</sup>IEW<sup>760</sup>LENT<sup>761</sup>VT<sup>762</sup>LL<sup>763</sup>LLN<sup>764</sup>TMS<sup>765</sup>QEEK<sup>766</sup>AA<sup>767</sup>AY<sup>768</sup>LSD<sup>769</sup>PRA<sup>770</sup>PPCE  
YKDWL<sup>771</sup>TKMSG<sup>772</sup>KHDV<sup>773</sup>GAY<sup>774</sup>MLMY<sup>775</sup>KGANR<sup>776</sup>TET<sup>777</sup>VT<sup>778</sup>SFR<sup>779</sup>KRES<sup>780</sup>KVP<sup>781</sup>ADL<sup>782</sup>LK<sup>783</sup>AFVR<sup>784</sup>MS<sup>785</sup>TSPEAF<sup>786</sup>LALRS<sup>787</sup>HF<sup>788</sup>ASS<sup>789</sup>HAL<sup>790</sup>ICI<sup>791</sup>SHW<sup>792</sup>ILG<sup>793</sup>IGDR<sup>794</sup>HLNN<sup>795</sup>FMVAMET<sup>796</sup>GGV<sup>797</sup>IG  
ID<sup>798</sup>FGH<sup>799</sup>AFG<sup>800</sup>SAT<sup>801</sup>QFL<sup>802</sup>PVPELM<sup>803</sup>PFRL<sup>804</sup>TRQ<sup>805</sup>FI<sup>806</sup>NML<sup>807</sup>PMKET<sup>808</sup>GLMY<sup>809</sup>SY<sup>810</sup>MVHA<sup>811</sup>RAFR<sup>812</sup>SD<sup>813</sup>PGL<sup>814</sup>L<sup>815</sup>TNT<sup>816</sup>MD<sup>817</sup>V<sup>818</sup>FV<sup>819</sup>K<sup>820</sup>PS<sup>821</sup>FDW<sup>822</sup>KN<sup>823</sup>FE<sup>824</sup>QKMLK<sup>825</sup>GG<sup>826</sup>SWI<sup>827</sup>QEI<sup>828</sup>INVAEK<sup>829</sup>WY<sup>830</sup>P  
RQKIC<sup>831</sup>YAKRKL<sup>832</sup>AGANPA<sup>833</sup>VIT<sup>834</sup>CDE<sup>835</sup>LLLGHE<sup>836</sup>KAP<sup>837</sup>AFR<sup>838</sup>DY<sup>839</sup>AVARG<sup>840</sup>SKDHNIR<sup>841</sup>AOE<sup>842</sup>PE<sup>843</sup>SGSL<sup>844</sup>SEE<sup>845</sup>TOV<sup>846</sup>KCLMD<sup>847</sup>QATDP<sup>848</sup>NIL<sup>849</sup>GRT<sup>850</sup>WEG<sup>851</sup>WEP<sup>852</sup>WM

# Supplementary material for: Characterizing the tumor suppressor activity of FLCN in Birt-Hogg-Dubé syndrome cell models through transcriptomic and proteomic analysis
**Source:** Oncogene. 2025 Mar 25;44(23):1833–43. doi: 10.1038/s41388-025-03325-z

Figure 3C

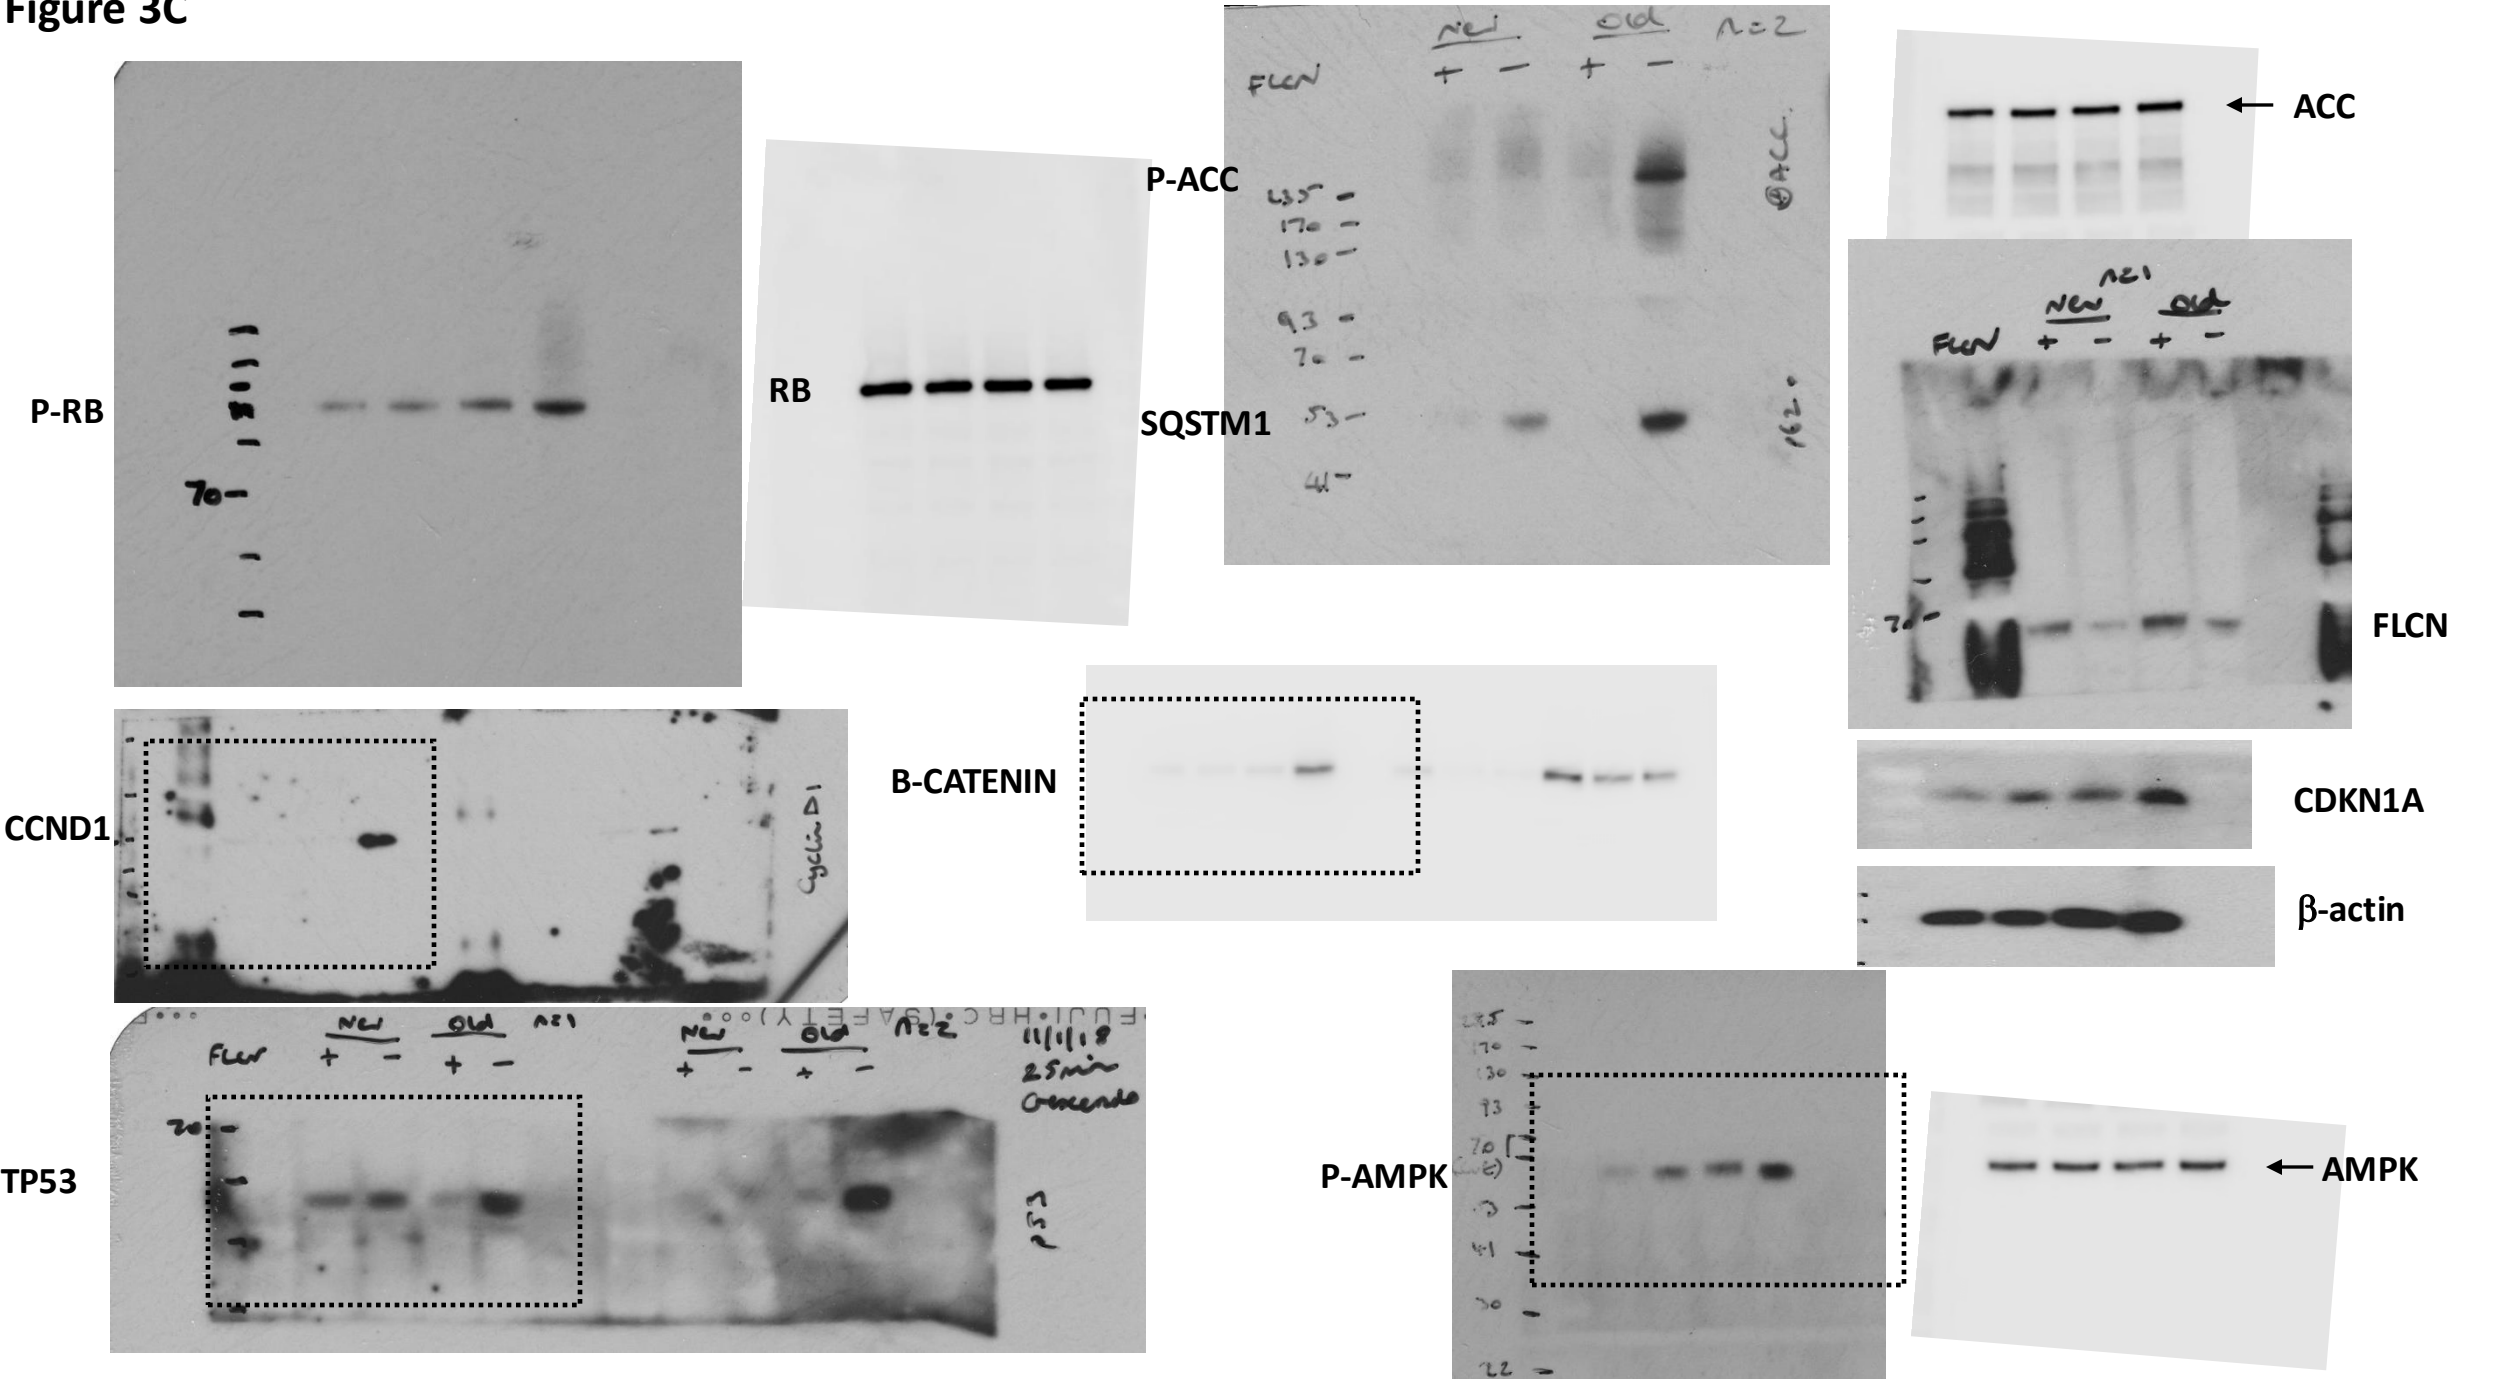

### Figure 5A

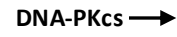

**GST-FLCN** →

**DNA-PKcs →**

ATR

**ATR**

- GST-FLCN

1P

Total

ATM

- ATM

10

total

LA TM  
25 CC

Figure 5B

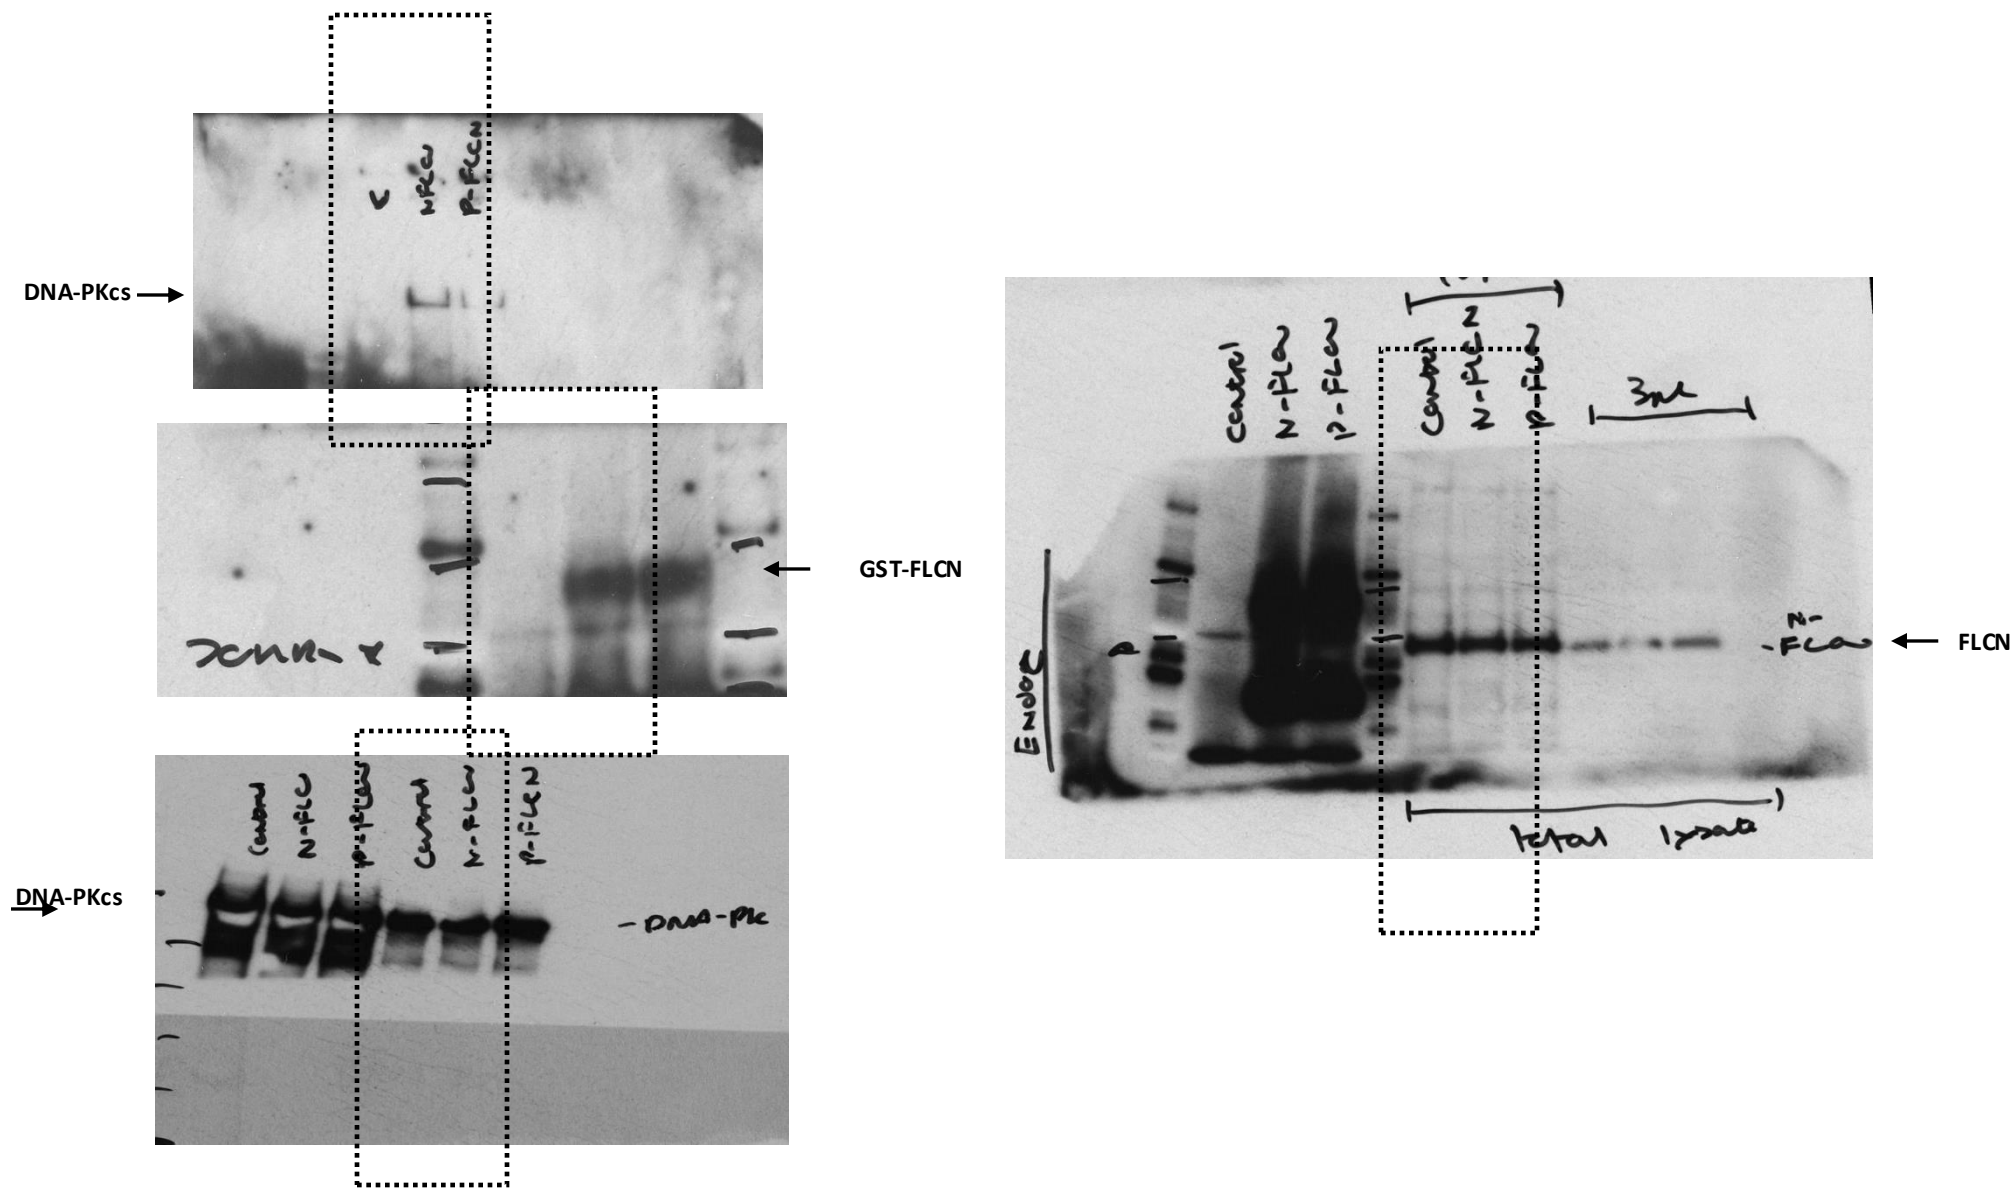

Figure 5C

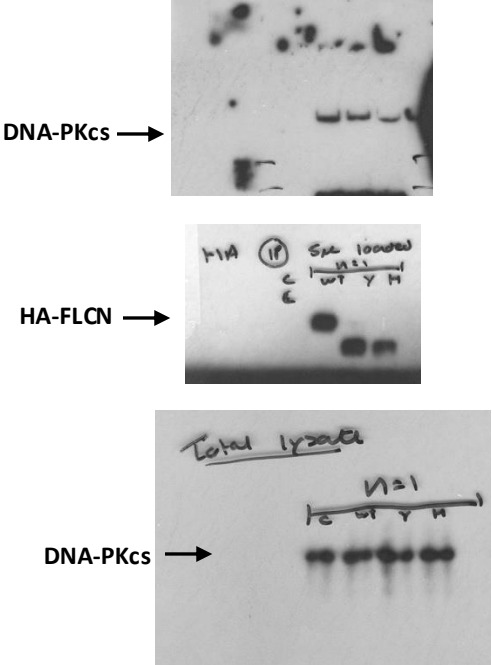

Figure 5D

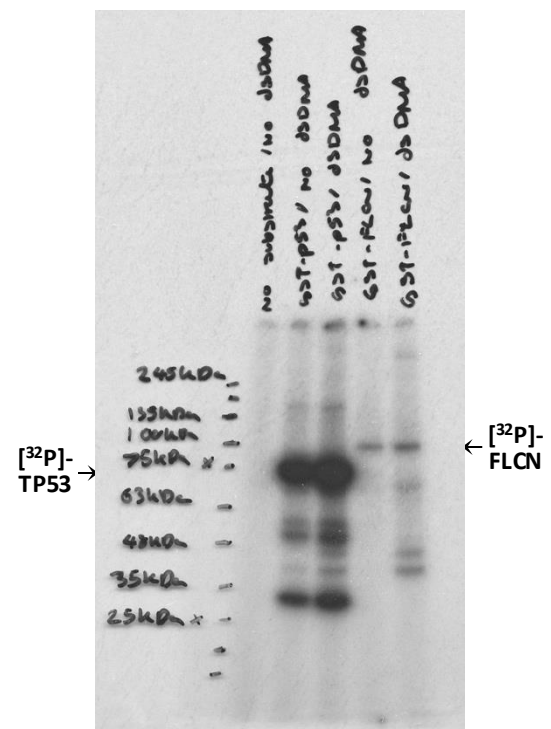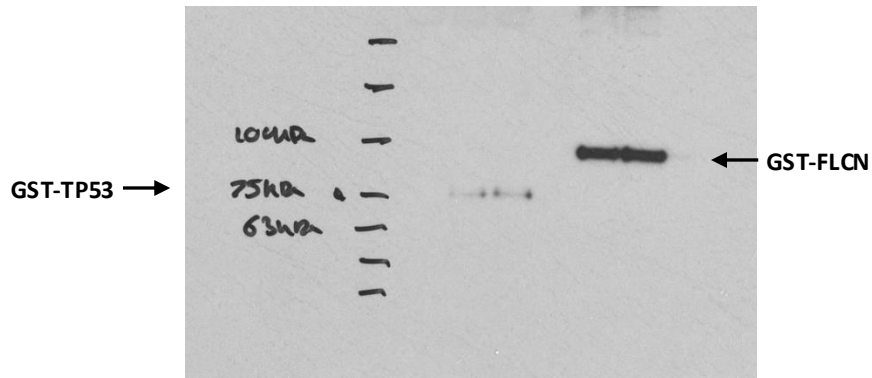

Figure 6A

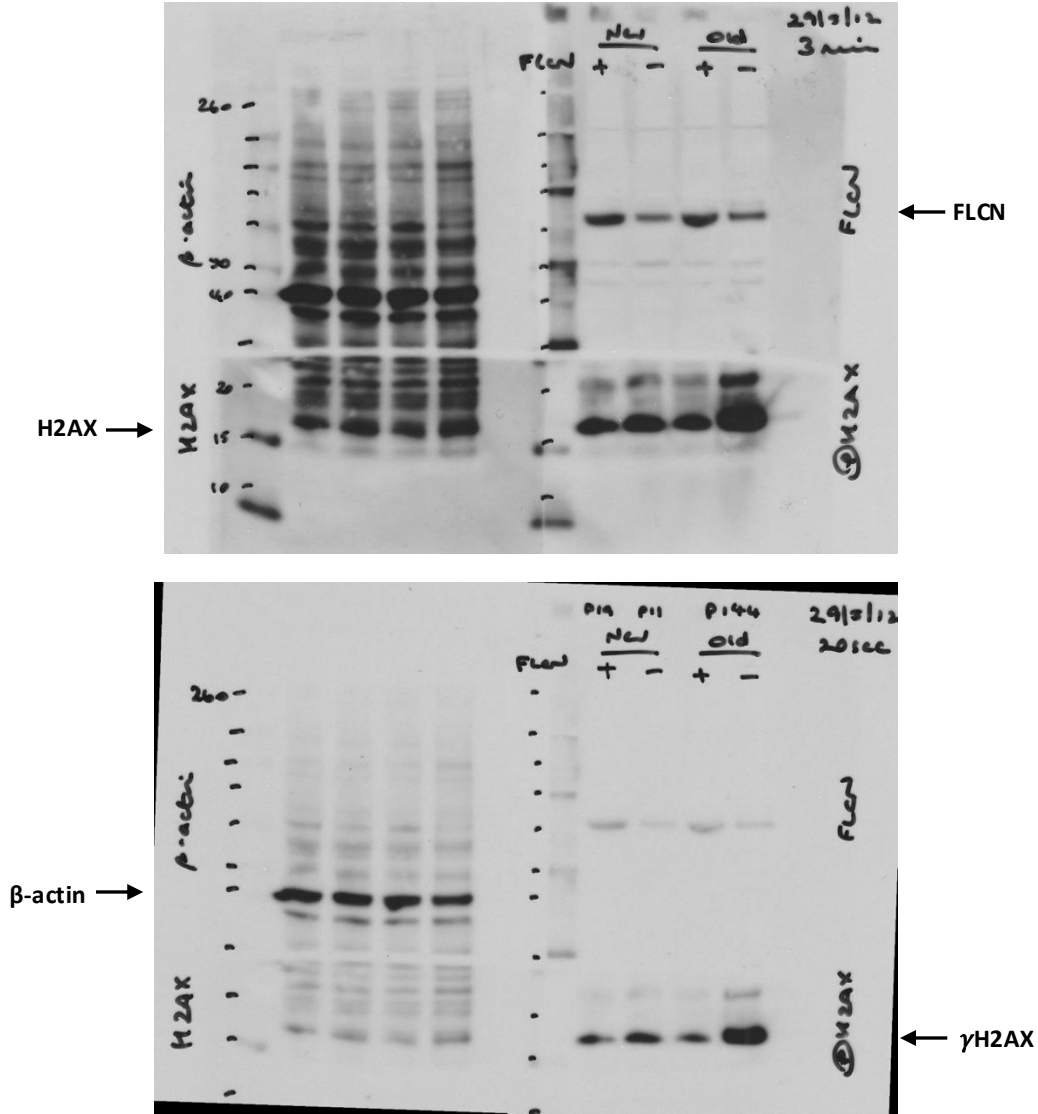

Figure 6B.

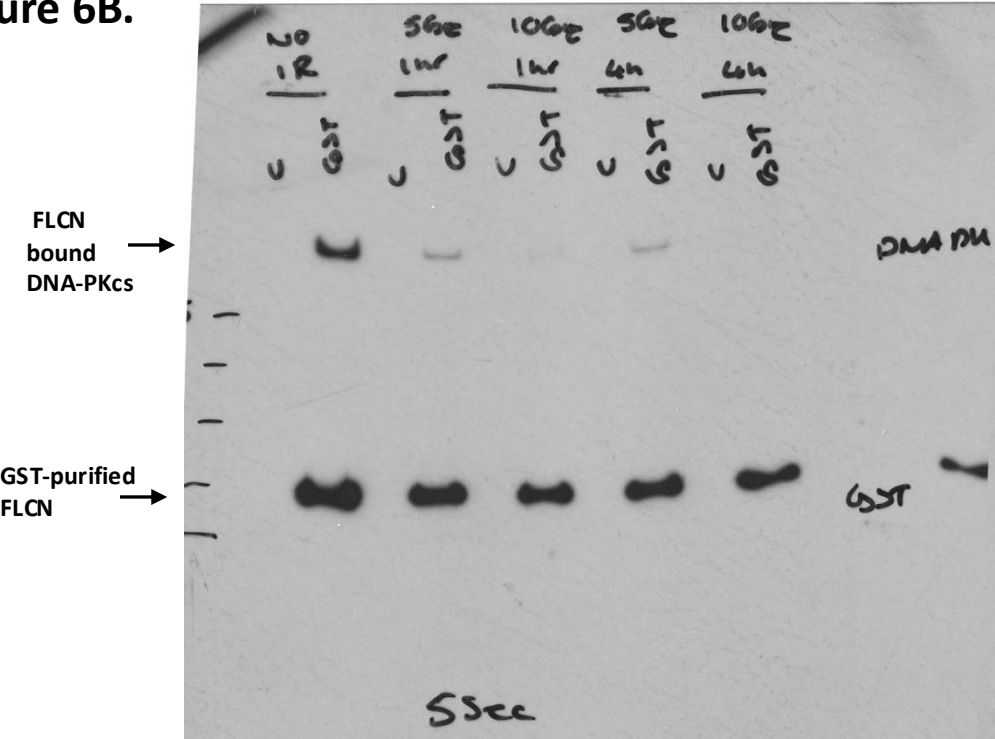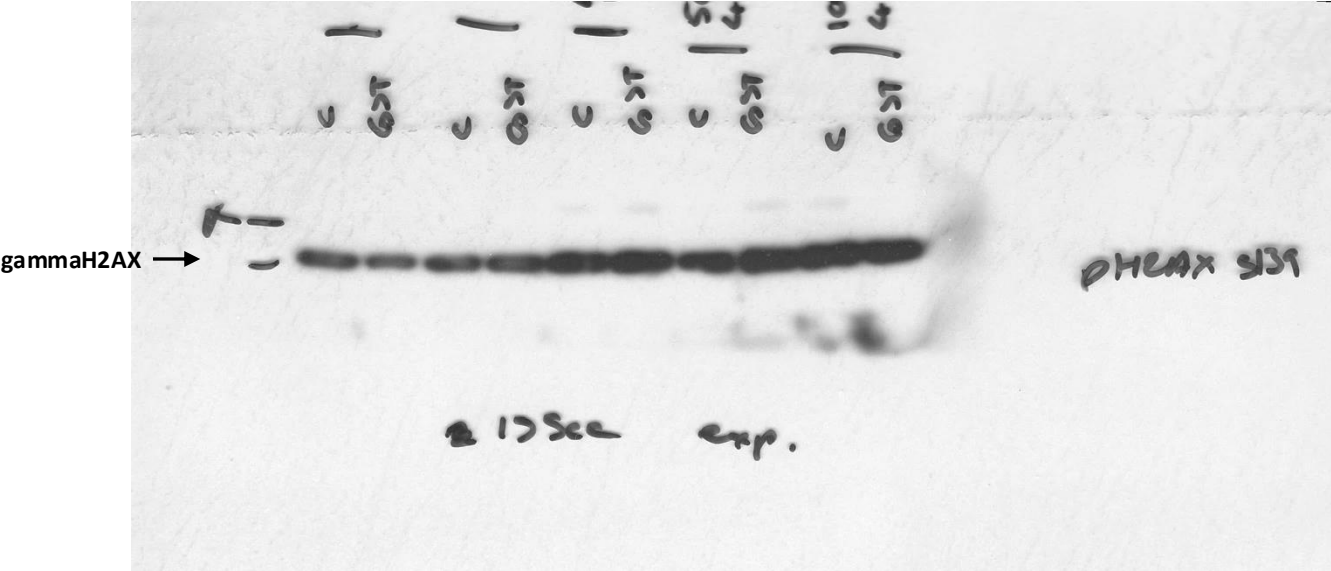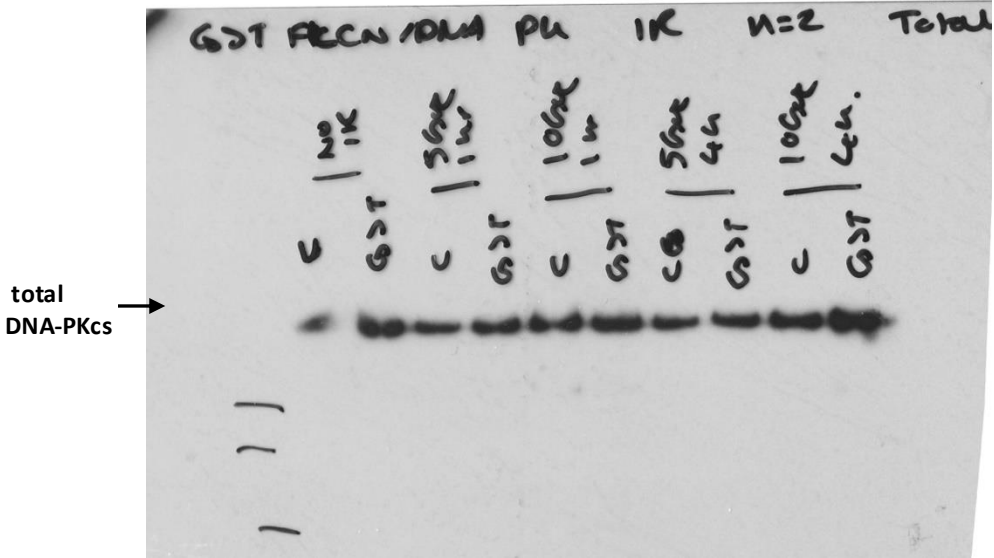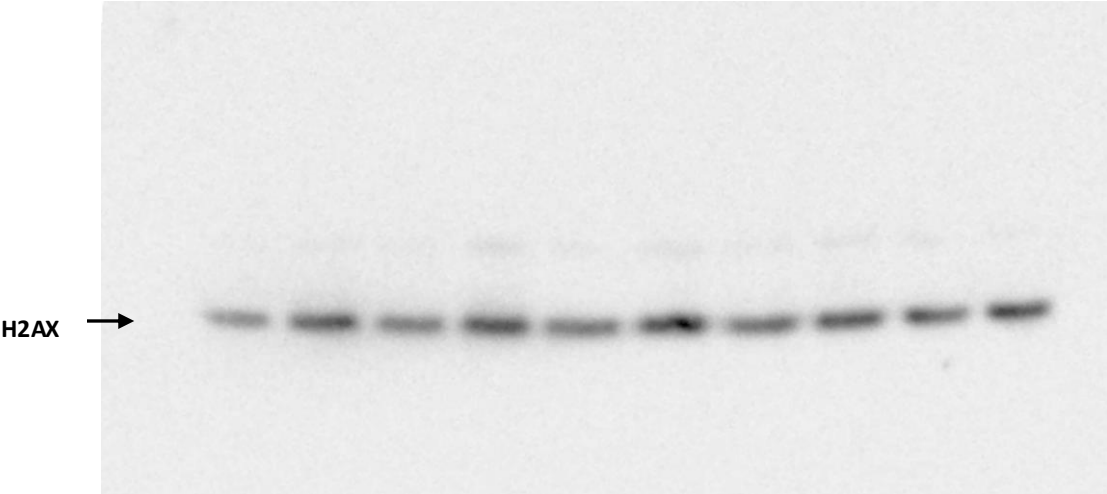

Figure 6C

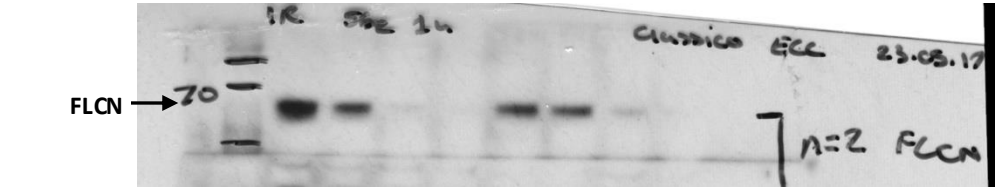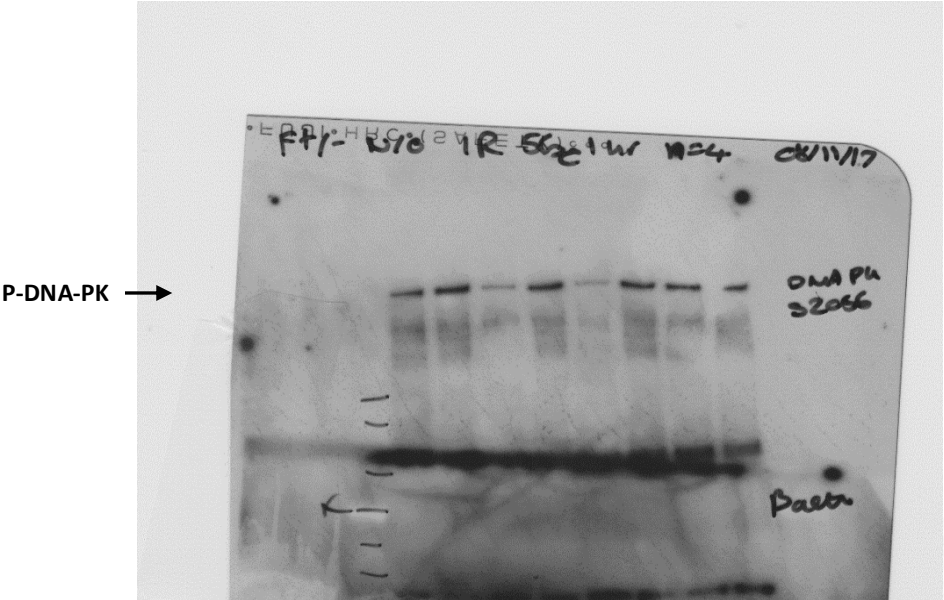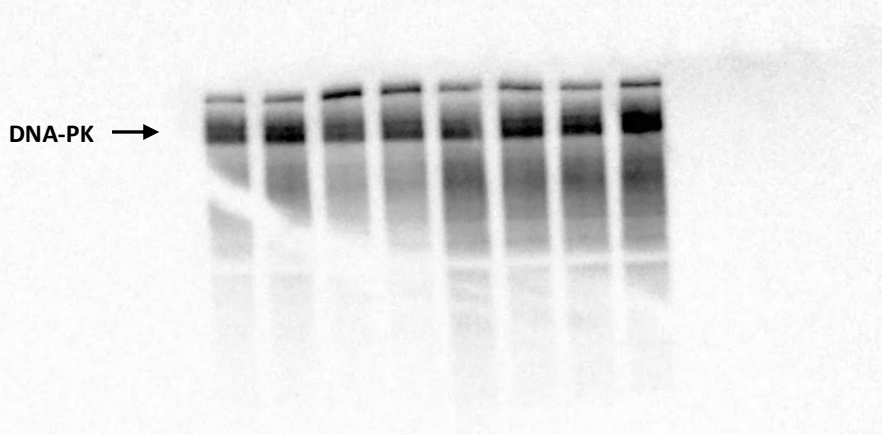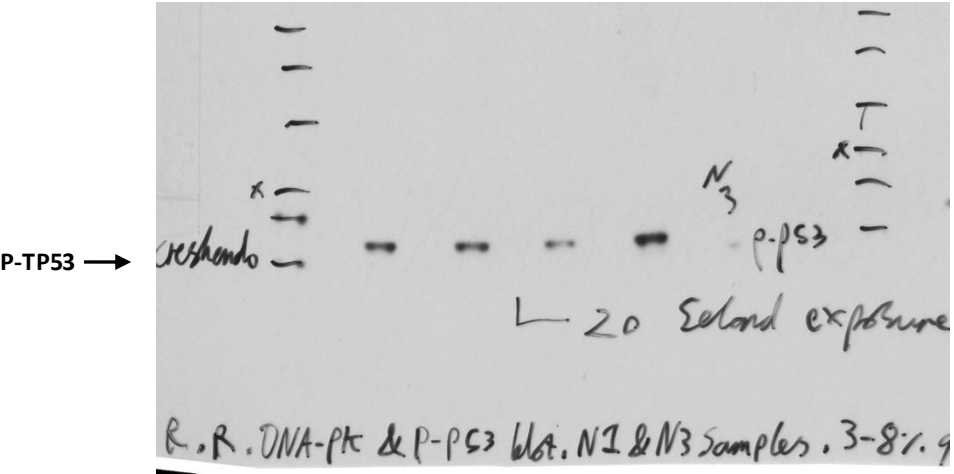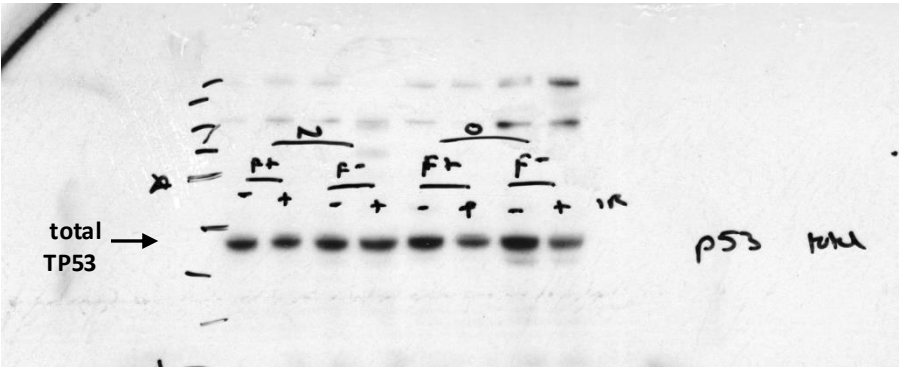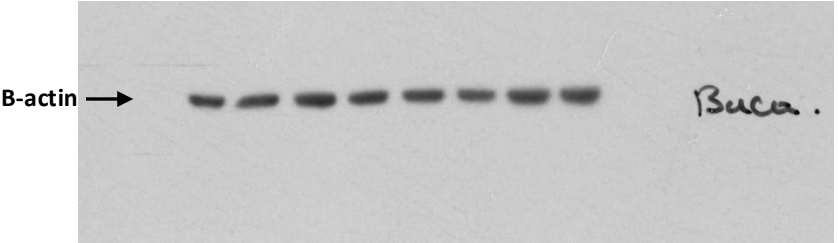

Figure 6C

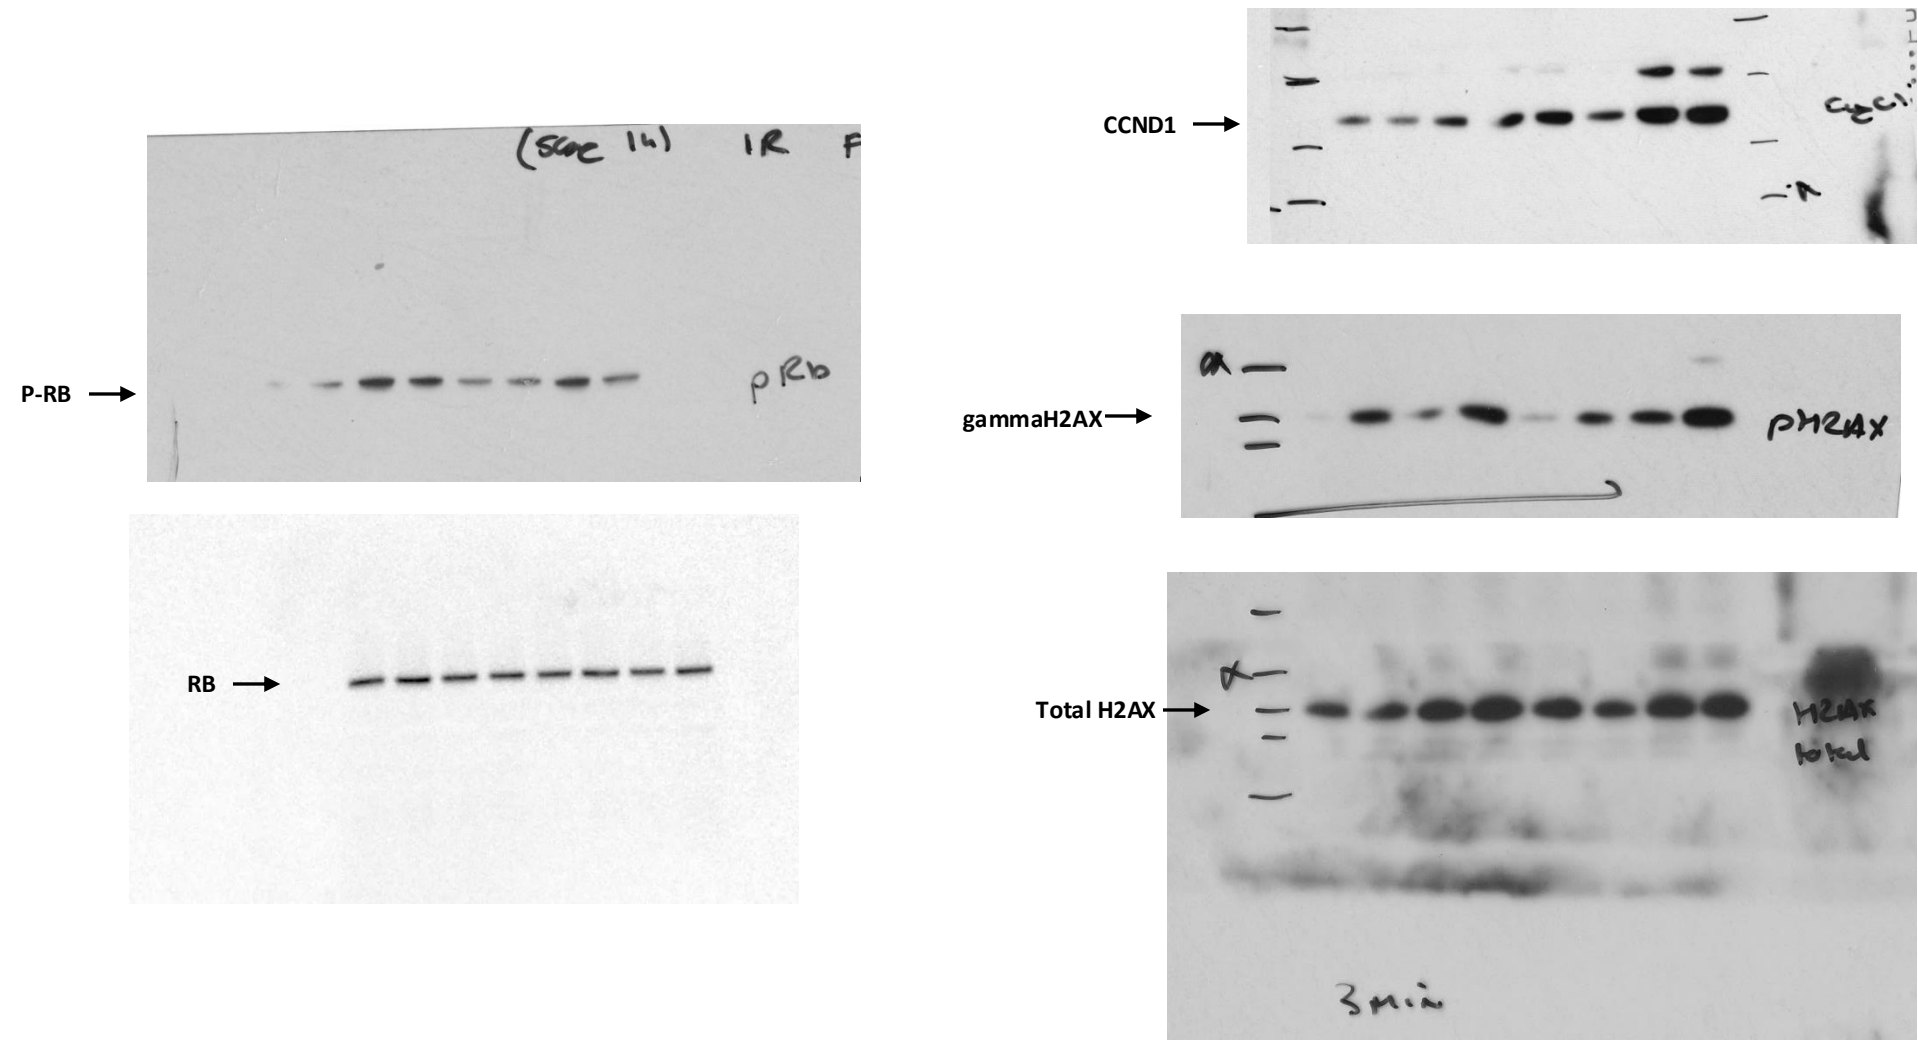

Supplementary Figure 4A: Blots for densitometry analysis (used non IR-treated sample in n2 and n3)

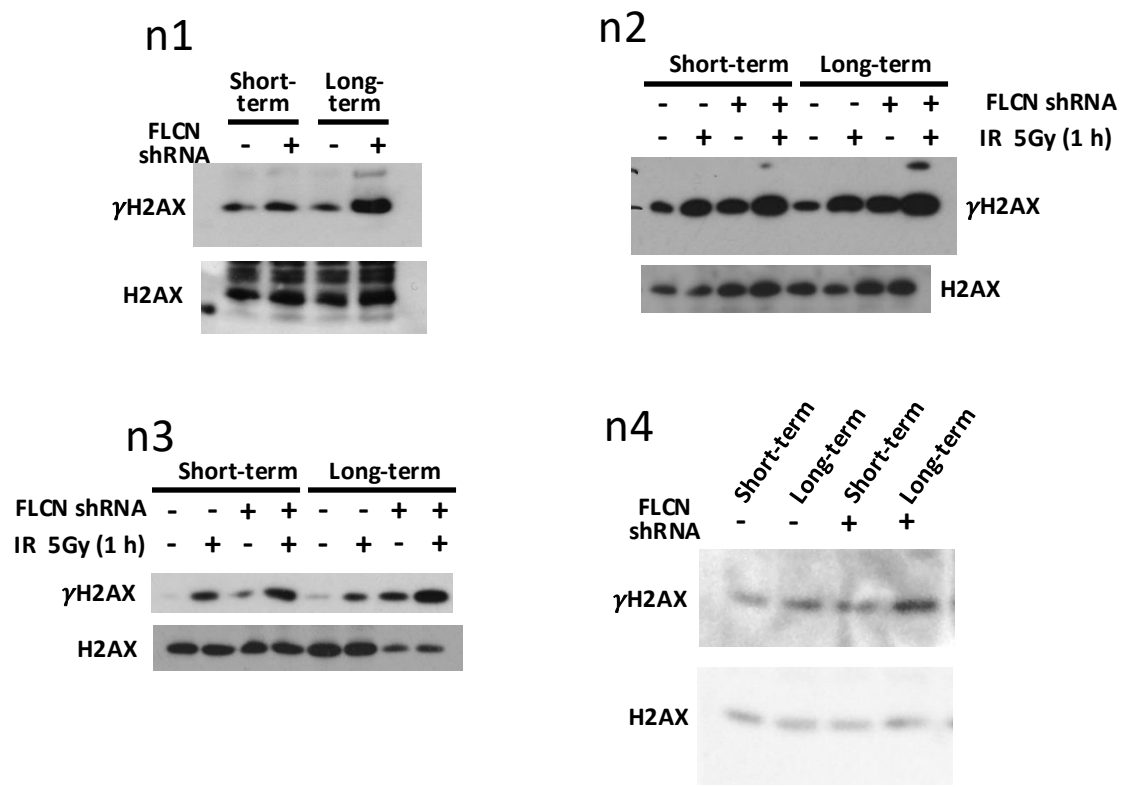

Supplementary Figure 4C

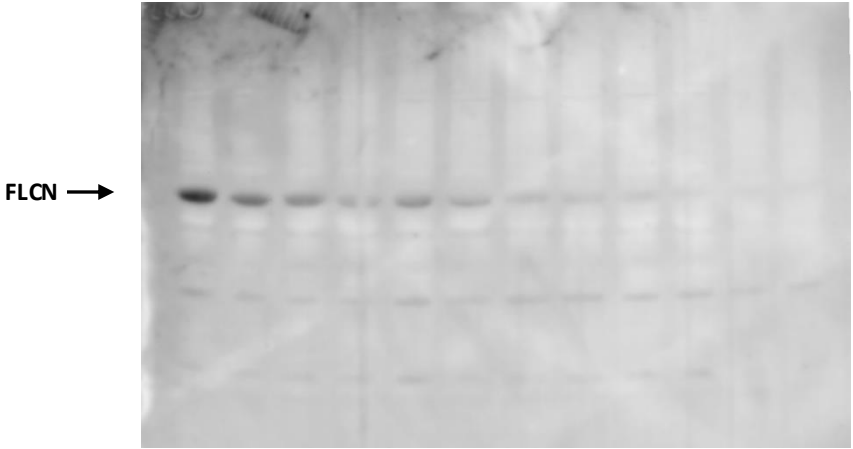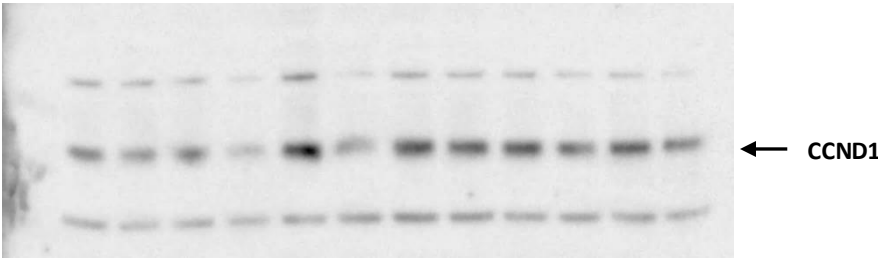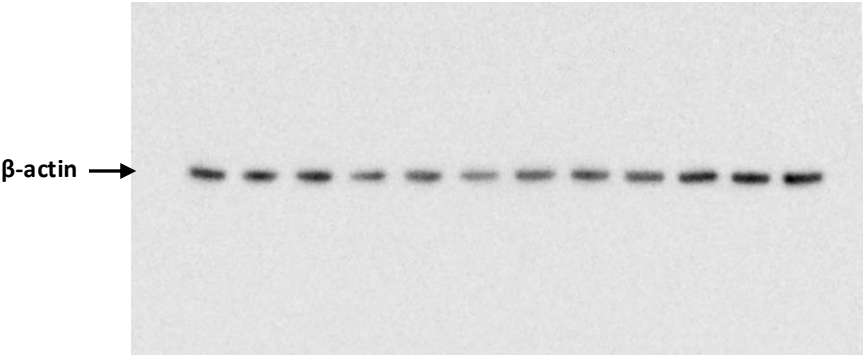

**Supplement:** Supplementary file 6 — Uncropped western blots

How the deposited data were processed for this re-analysis (not part of the article)

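RNA was measured in HK2 cells in 4 groups of 3 libraries: short-term nontarget, short-term FLCN knockdown, long-term nontarget and long-term FLCN knockdown. According to the supplementary methods, the authors prepared libraries with a TruSeq RNA kit, sequenced them on a MiSeq, trimmed the reads with fastp, mapped them with STAR in its 2-pass mode, counted reads per gene with featureCounts and tested differences with DESeq2 in SARTools. Versions, genome build, annotation release and strand setting were not found in the paper or its supplement.

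The deposited values have the unit count in the authors' table of raw counts and in their per-library files, which differed in 0 values, and the unit score in the columns of normalized values. Each deposited normalized value equals the count divided by 1 factor per library to within rounding (100% of values within 1), and that factor differed from DESeq2's size factor by at most 0.000692%. The normalized values were used for this check only, and every comparison started from the raw counts. No column lacked a sample.

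The table holds 58288 gene IDs, of which 26652 had at least 1 count. Totals had a median of 6450077 counts in short-term nontarget, 6898602 in short-term knockdown, 7376720 in long-term nontarget and 6776525 in long-term knockdown libraries. The IDs were matched to GENCODE release 29 on GRCh38: 55661 with the same version, 2361 with another version of the same gene and 266 not at all, which hold 0.0126% of the counts. Coordinates are printed only for genes matched with the same version. Overlaps with other genes and pseudogenes named after a gene come from the same annotation. Whether the authors counted by strand is not stated, so overlaps on either strand are given.

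Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr with the 4 groups, which left 13959 genes and 99.8% of the counts. Factors were TMM, dispersions came from estimateDisp, and the robust quasi-likelihood fit (glmQLFit) held all 12 libraries in 1 model with a term per group. The prior count for log2 fold changes was 2. The comparisons were short-term knockdown, long-term knockdown, long-term against short-term cells without and with knockdown, long-term knockdown against short-term nontarget cells, and the interaction of knockdown and time. P-values are two-sided and adjusted by Benjamini-Hochberg over the genes tested. Genes were counted at an adjusted p below 0.05 and a fold change of 2.5 for the knockdown comparisons and the interaction and of 2 for the ageing comparisons, the limits the paper gives. The SE of a log2 fold change is its size divided by the square root of F. Where a group had no counts over its 3 libraries, the fold is a lower bound computed against a floor of 3 counts. With 1 to 3 counts, a ratio of counts per total is given with a 95% interval that covers counting error only.

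Between replicates of a group, the chi-square per degree of freedom was 2.15 to 13.0, so replicates differ by more than counting error, and the biological coefficient of variation was 12.0%. On simulated data with 200 genes changed by 3-fold, edgeR recovered 87% of them in the short-term and 84.5% in the long-term comparison, 95% and 92.5% for ageing without and with knockdown, 94% for both combined and 80% for the interaction.

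Principal components used the 500 genes of highest variance after the blind variance-stabilizing transformation of DESeq2 1.42.0, and distances used all genes on that scale. Gene lists were tested with camera of limma 3.58.1 with a preset correlation of 0.01, for 6 lists and 2 comparisons, adjusted over the 12 tests: the S-phase and G2/M lists of Seurat 5.3.0 and 4 lists of target genes written from general knowledge before the counts were examined, among them those of TFEB/TFE3, HIF-1 and TGF-beta. The genes of each of 24 chromosomes, the mitochondrial genome counted as 1, were tested the same way in 4 comparisons, adjusted over 96 tests. No gene of chromosome Y passed the filter (159 counts over the 12 libraries).

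Genes are named in the text if the paper names them by RNA level or labels them in Fig. 1C, Fig. 2 or Fig. 3A-B, if they belong to the core RB/E2F list, or if they are among the 5 largest rises or 5 largest falls of a comparison (short-term, long-term, ageing in nontarget cells, interaction) with groups that do not overlap and a mean of at least 50 counts. For the interaction, groups were not required to be free of overlap. WNT, FZD and HOX genes were tallied as families, and members named beyond that rule are marked as such.

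The alternatives tried were edgeR's RLE factors, DESeq2 in place of edgeR, no filter, a filter at a mean of 10 CPM, the per-library files, the replicate number as a block, only the 2 groups compared, other fold limits, other inputs to the principal components, fry or an estimated correlation for sets of genes, and leaving out each library in turn. RLE factors moved the median log2 fold change of all genes by −0.00232 long-term and 0.00212 short-term. Neither the paper nor the sample labels say what a replicate number shares between groups. Deviations from the group means of libraries with the same number correlated by 0.284, 0.123 and 0.458 between long-term nontarget and long-term knockdown cells and by 0.223, 0.292 and 0.455 between short-term and long-term knockdown cells. With all 3 above 0.1, the numbers were taken to pair the libraries in these 2 comparisons, but not in the short-term knockdown (0.0172, 0.111 and 0.0540), in ageing of nontarget cells (−0.0340, 0.0767 and 0.0250) or in both combined (−0.0456, 0.0186 and −0.101). Short-term knockdown and long-term nontarget libraries, which were not compared, also correlated (0.279, 0.150 and 0.467). All groups but short-term nontarget thus shared this pattern, and the reason is not known. The reads, the Reactome lists and the experiments other than RNA sequencing were not analysed here. The results for 1 of the gene lists and for 2 genes that fall under the naming rule are not reported here.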

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

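The tests of library size, of a few strongly changed genes, of the depth of the FLCN knockdown, of contiguous stretches, of calls outside shifted windows, of swapped libraries, of library size, GC content and gene length with the replicate block, and of GC content and gene length outside the long-term knockdown were chosen only after the results were seen, as was the way the splits for the interaction were drawn.

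The effect of FLCN knockdown differed between long-term and short-term cells: 759 genes passed the limits in the interaction test (edgeR, Benjamini-Hochberg adjusted p below 0.05). A difference in library size is argued against: with every library thinned to 5825779 counts, 700 genes passed, and 743 with the replicate block. The 6 libraries of each time can be regrouped, within each time, in 200 ways. Of 100 such splits, the real one included, 8 gave as many genes, with 1360 in the largest other split. All 8 were among the 20 splits that keep the long-term groups whole and regroup the short-term libraries, while none of the 80 drawn from the 180 splits that mix the long-term groups gave more than 20 genes. Simple random draws of 100 had fallen on either side of a share of 0.05, so all 20 of the former kind were included, which over-represents them: as a share of the 200 possible splits, 8 are 4%. The count therefore rests on the long-term grouping, and a regrouped short-term contrast set against the long-term effect can give a count as large. The count alone does not show how much the short-term effect adds, and the interaction values of single genes carry that information.

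The larger number of genes after long-term than after short-term knockdown (922 against 250, a ratio of 3.69) was weighed against 7 explanations and against other groupings of the libraries. In libraries thinned to the same total the ratio was 3.48 (857 against 246 genes), and 3.30 with the replicate block (885 against 268). Counted without a test, genes with a 2.5-fold difference were 971 against 309, a ratio of 3.14, so a larger spread between short-term replicates is not the source; the median SD of log2 CPM was 0.135 in short-term nontarget, 0.192 in short-term knockdown, 0.192 in long-term nontarget and 0.192 in long-term knockdown libraries. On the chromosomes without a shift as a whole (66.9% of genes) the ratio was 3.97 (616 against 155). Outside the windows of neighboring genes whose median moved by 0.2 or more, it was 3.85 (655 against 170). FLCN was not knocked down more deeply in the long-term cells: the interaction for FLCN was 0.63 on the log2 scale (SE 0.254, edgeR adjusted p = 0.118), toward a weaker knockdown. A library swapped between knockdown and nontarget cells of a time is also argued against, since all 6 knockdown libraries had less FLCN than every nontarget library of their time. FLCN does not bear on a swap between the times. A single library swapped between short-term and long-term cells is argued against by the tree of distances, in which each of the 4 groups formed a branch of its own; an exchange of whole groups between the times was not tested. For each single comparison, 1 of the 10 splits of its 6 libraries, the real one, gave as many genes: this holds for short-term knockdown, long-term knockdown, ageing in nontarget cells, ageing in knockdown cells and both combined. The other 9 splits gave 0 genes in each of these 5 comparisons. At an unadjusted p below 0.05, the real splits gave 3219, 5441, 2705, 5205 and 5675 genes in the same order, and the others at most 763, 2546, 613, 1993 and 987. In long-term knockdown and ageing in knockdown cells, where the replicate numbers pair the libraries, 4 of the 10 splits part all 3 pairs, the real one included; the other 6 keep 2 pairs together. With 3 against 3 libraries the share of splits cannot fall below 0.1, so by this share alone a real grouping and a chance one cannot be told apart. A biological difference between long and short culture without FLCN stays open as a hypothesis, as does a difference between the clones sequenced.

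Among the genes named by the paper that passed the threshold for the interaction (log2 difference between the long-term and the short-term effect) were CCND1 (−5.99), CDKN1C (−3.79), WNT7B (−3.04), TGFA (−2.37), FOXN3 (−1.84) and CDKN1A (−1.54), all lower in the long-term comparison, and CDKN2C (0.87), PPARGC1A (0.74), RBL1 (0.62) and RPA1 (0.59), all higher. PPARGC1A did not pass in 9 of the 12 fits without 1 library (edgeR adjusted p up to 0.145, without short-term nontarget replicate 3), nor RBL1 in 6 of 12 (up to 0.0746, without long-term knockdown replicate 1). WNT5B (−2.17) and HOXB13 (−5.40), named after their values were seen, were lower as well; HOXB13 had no counts after long-term knockdown, so its value depends on the prior count. RPA1 lies among genes that rose long-term (median 0.51 of its 40 nearest). TGFA and FOXN3 lie among genes that moved together, with median log2 fold changes of their 40 nearest genes of 0.60 and −0.36 long-term. TGFA fell while its neighbors rose. For FOXN3, part of the change may come with its neighborhood, which was tested for the number of genes (ratio 3.85 outside shifted windows) but not for single genes.

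The largest interactions by the rule for named genes were higher for COL5A1 (5.60), FHDC1 (5.31), EDIL3 (4.99), ADAM12 (4.95) and EPHA3 (4.69), and lower for TCIM (−11.88), ACTC1 (−9.77), NPPB (−9.65), CLSTN2 (−9.40) and NRXN3 (−7.50). COL5A1 had similar levels after short-term and long-term knockdown (180 ± 61.6 and 187 ± 35.5 CPM). Its interaction comes from nontarget cells, where it fell with age from 22.3 ± 6.41 to 0.434 ± 0.537 CPM. In nontarget cells TCIM and CLSTN2 rose with age (log2 fold change 4.33 and 2.39), which adds to their negative values. EPHA3 did not pass without short-term nontarget replicate 3 (log2 difference 4.28, edgeR adjusted p = 0.0764). TCIM had no counts after long-term knockdown and 676 in the long-term nontarget libraries, at least 222-fold lower, and ACTC1 none against 184, at least 60.5-fold lower. NPPB had 1 count against 259, a ratio of 256 with a counting interval of 45.5 to 10134, and NRXN3 1 against 281, a ratio of 277 with an interval of 49.4 to 10992. The fitted values of these 4 genes depend on the prior count. ACTC1 overlaps AC087457.1 and EDIL3 overlaps AC113383.1. No technical explanation was tested for single genes.

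The paper does not report shifts of whole chromosomes. As sets (camera with a preset correlation, 96 tests), 15 passed. After short-term knockdown the median log2 fold change was 0.31 on chromosome 2, −0.10 on 4, 0.11 on 5 and 0.13 on 10. After long-term knockdown it was 0.19 on chromosome 2, 0.25 on 7, −0.18 on 14, 0.16 on 17 and 0.70 for mitochondrial genes. With age in nontarget cells it was 0.050 on chromosome 5, −0.22 on 7, −0.34 on 14 and −0.63 for mitochondrial genes, and with age in knockdown cells −0.46 on 14 and 0.21 on 17. With a correlation estimated from the data only 5 of the 15 passed, and with the filter at 10 CPM 24 sets did. Corrected for GC content, all 5 long-term sets still passed, as did all 5 corrected for gene length, and in all 5 more genes moved the set's way than in any of the random lists of as many genes. With the replicate block all 5 also passed after the correction for GC content (adjusted p at most 0.00247) and after that for gene length. In the other comparisons 9 of 10 sets passed after the GC correction, 10 after the length correction and 10 against random lists. The exception is chromosome 4 after short-term knockdown (adjusted p = 0.0896 after the GC correction), where GC content may account for the shift.

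Within chromosomes, medians of windows of 40 neighboring genes were more uneven than in permuted gene orders on 13 of 23 chromosomes after long-term knockdown, and on 42 over the other 3 comparisons (16 after short-term knockdown, 14 with age in nontarget and 12 with age in knockdown cells); the smallest p that the permutations can give is 0.001. A candidate explanation is a change in the copy number of contiguous stretches, which would move expression by 0.58 on the log2 scale for 3 copies against 2 and by −1 for 1 against 2. Against short-term nontarget cells, genes on chromosome 5 from 154190730 to 181272307 had a mean shift of 0.52 ± 0.00942 after short-term and 0.56 ± 0.0351 after long-term knockdown, against 0.02 in long-term nontarget cells. The first 80 genes of chromosome 5 rose in all 3 groups, by 0.41 ± 0.0323 after short-term and 0.73 ± 0.00257 after long-term knockdown and by 0.52 ± 0.0253 in long-term nontarget cells, so a rise there also came without knockdown. On chromosome 2 the first 401 genes rose by 0.30 ± 0.0367 short-term and 0.50 ± 0.0707 long-term, while the other 532 rose by 0.31 ± 0.0753 short-term and 0.01 long-term. Both ends of chromosome 17 rose after long-term knockdown (0.56 ± 0.0712 and 0.54 ± 0.0964, against 0.03 in the middle), and the last 43 genes of chromosome 4 fell (−0.96 ± 0.0978; 42 of 43 genes lower than in long-term nontarget cells). On chromosome 14 both long-term groups were lower (−0.32 ± 0.0166 without and −0.50 ± 0.0474 with knockdown). The shift of chromosome 7 after long-term knockdown comes from the nontarget side: −0.22 ± 0.00823 in long-term nontarget and 0.05 in long-term knockdown cells. Mitochondrial genes likewise took 2.93% of counts in long-term nontarget cells against 4.57% after long-term knockdown, 4.35% in short-term nontarget and 4.24% in short-term knockdown cells, and no explanation was tested for them beyond GC content, gene length and a few strongly changed genes. DNA was not analysed here. Regulation of neighboring genes together would give the same pattern, and since each group was grown from selected clones, a change that came with a clone or with long culture is confounded with the knockdown. These readings stay hypotheses.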

How the results depend on the processing

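All alternatives here were set before the data were examined, except a fit of SLC2A2 without the filter and the replicate block for the chromosome sets, which were chosen only after the values were seen.

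The counts of genes past the limits (250 short-term, 922 long-term, 400 for ageing in nontarget cells, 1225 for ageing in knockdown cells, 1468 for both combined and 759 for the interaction) stayed within 1.5 times of these values with RLE factors, without a filter, with the per-library files, with DESeq2 and with only the 2 groups compared. Testing only genes with a mean of at least 10 CPM gave 52, 290, 112, 436, 572 and 282 genes, in the same order, with 9363 in place of 13959 genes tested. A fold limit of 2 gave 445 short-term and 1385 long-term genes and a limit of 1.5 gave 938 and 2657, with 1685 for the interaction; a limit of 2.5 gave 262 ageing genes. Leaving out each library in turn gave 219 to 257 genes short-term, 924 to 1008 long-term, 303 to 395 for ageing in nontarget cells, 1163 to 1349 for ageing in knockdown cells, 1416 to 1547 for both combined and 691 to 866 for the interaction.

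The share of PC1 (64.7%) was 44.7% over all genes that pass the filter and 56.0% to 69.2% without each library in turn. The lowest shares were those without long-term knockdown replicate 1 (56.3%), 2 (56.0%) and 3 (57.2%), where fewer libraries of the group that PC1 sets apart remain.

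Among the gene lists, the adjusted p of camera ranged as follows when each library was left out in turn. Short-term: S-phase 0.453 to 0.833, G2/M 0.0399 to 0.720, TFEB/TFE3 targets 0.00537 to 0.339, HIF-1 targets 2.07e-07 to 3.29e-06 and TGF-beta targets 0.453 to 0.887. Long-term: 0.193 to 0.821, 0.101 to 0.537, 0.726 to 0.959, 0.729 to 0.918 and 0.378 to 0.850, in the same order. The G2/M and TFEB/TFE3 lists passed the threshold short-term only without short-term knockdown replicate 3 (0.0399 and 0.00537). Directions changed short-term for the S-phase list without nontarget replicate 3 (0.833) or knockdown replicate 3 (0.687) and for the TGF-beta list without knockdown replicate 3 (0.638), and long-term for the TFEB/TFE3 list without nontarget replicate 3 (0.959) and the HIF-1 list without nontarget replicate 1 (0.882) or knockdown replicate 3 (0.891); none of these passed the threshold either way. The HIF-1 list did not pass short-term with an estimated correlation (0.140). The cause was not tested. Of the chromosome sets, 15 passed, 24 at a mean of 10 CPM and 5 with an estimated correlation, which allows for genes of a chromosome moving together.

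For single genes, 6 values near 0 changed sign, none of them past the threshold in any of these fits. CDKN1A short-term (−0.02, range −0.13 to 0.059 over the fits without 1 library) was 0.033 without nontarget replicate 1, 0.059 without knockdown replicate 1 and 0.0029 without knockdown replicate 2. CCNE1 short-term (0.03, range −0.038 to 0.081) was −0.038 without nontarget replicate 2 and −0.013 without knockdown replicate 2. JUN long-term (−0.00, range −0.22 to 0.17) was 0.11 without nontarget replicate 3, 0.17 without knockdown replicate 1 and 0.0068 without knockdown replicate 2. CTNNB1 long-term (0.01, range −0.025 to 0.043) was −0.025 without nontarget replicate 3 and −0.015 without knockdown replicate 2. RBL1 short-term (−0.03, range −0.14 to 0.088) was 0.088 without nontarget replicate 3 and 0.0030 without knockdown replicate 2. The interaction of SKP2 (−0.03, range −0.11 to 0.083) was 0.032 without short-term nontarget replicate 1, 0.0013 without short-term knockdown replicate 1, 0.083 without long-term nontarget replicate 1 and 0.040 without long-term knockdown replicate 3.

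Of the fits without 1 library, those without a short-term nontarget library lost the most calls. Without replicate 1, 8 of 75 results no longer passed (short-term PPARGC1A, CDKN1C, CDKN2C, FZD5, HOXB6 and E2F5, and the interactions of PPARGC1A and RBL1), without replicate 2 the same short-term 6, and without replicate 3 again 8 (short-term CDKN2C, WNT5B, FZD5, HOXB6 and E2F5, and the interactions of PPARGC1A, RBL1 and EPHA3). With DESeq2 133 of 135 results kept their direction and their side of the threshold; HOXB6 short-term no longer passed (adjusted p = 0.0725) and JUN short-term did (0.0337). All 149 did so with RLE factors and all 134 with the per-library files. With only the 2 groups compared 100 of 104 did; CDKN1C short-term, SIRT1 long-term and FZD7 long-term no longer passed, and JUN short-term did.

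With the replicate number as a replicate block, the counts were 282 short-term, 934 long-term, 449 and 1276 for ageing without and with knockdown, 1515 combined and 809 for the interaction. Of 149 results 146 kept their direction and their side of the threshold, and 3 passed with the block and not without it: JUN short-term (adjusted p = 0.00586) and the interactions of CCNE1 (0.0389) and JUN (0.0394). Of the chromosome sets 19 passed, the 15 among them; the other 4 were chromosome X short-term (0.0480), 5 long-term (0.0373), and 3 (0.0494) and 10 (0.0372) with age in knockdown cells. The block changed no other call of the genes, gene lists and chromosome sets reported here.

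With 3 libraries per group and 5825779 to 8991051 counts each, genes with few counts are measured with wide intervals: SLC2A2, with 2 counts in long-term nontarget cells, has a ratio whose counting interval runs from 4.70 to 156, and 13959 of 26652 genes with a count were tested.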

Differences from the paper's values

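The fit of SLC2A2 without the filter was chosen only after the values were seen; every other alternative here was set before the data were examined.

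For genes changed at least 2-fold by ageing alone in nontarget cells, the paper gives 250, against 400 here. A count within 1.5 times of the paper's came with a fold limit of 2.5 (262 genes), without short-term nontarget replicate 1 (303) or 2 (344) and without long-term nontarget replicate 2 (355) or 3 (330). The counts stayed further apart with RLE factors (398), no filter (469), a mean of at least 10 CPM (112), the per-library files (400), the replicate block (449), without short-term nontarget replicate 3 (378) or long-term nontarget replicate 1 (395), with DESeq2 (391) and with only the 2 groups compared (407).

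For SLC2A2 after long-term knockdown, the paper gives an increase of 11.2-fold, against a ratio of counts of 18.2 here (counting interval 4.70 to 156). With DESeq2 the fold was 18.4, also more than 1.5 times the paper's. An edgeR fit without the filter on low counts, chosen after seeing the values, gave 15.5, which is within 1.5 times.

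For HOXA5 after long-term knockdown, the log2 fold change is about 4.5 in Fig. 1C, read by eye, and 2.35 here. None of the alternatives closed the gap: leaving out each library gave 2.19 to 2.49, and DESeq2 2.35. In Fig. 2B the same gene sits at about 2.4, read by eye.

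The text places HMOX1 above the 2.5-fold limit long-term, and Fig. 1C labels it; here its fold was 2.41, and above the limit without long-term nontarget replicate 3 (log2 fold change 1.45) or long-term knockdown replicate 2 (1.37). For NR1H3 the adjusted p here was 1.51e-04, above the limit the text gives for it, and below it with DESeq2 (1.03e-05) and the replicate block (3.06e-05). Of the 4 genes labelled in Fig. 2A, whose legend gives the 2.5-fold limit, 1 (CDKN1C) passed it here; TGFA (2.18-fold), CCND1 (1.53) and PPARGC1A (1.65) did not, and all 4 passed 1.5. Of the 21 genes of Fig. 2B, 10 passed 2.5 and 21 passed 1.5. WNT9A, labelled in Fig. 1C short-term, had 33 counts after knockdown and 5 in nontarget cells and was not tested here; DESeq2 did call it (log2 fold change 2.76, adjusted p = 0.0340). Fig. 2C marks the short-term change of FOXN3 as significant; here its edgeR adjusted p was 0.138. Fig. 3B marks CDKN2A long-term and CDKN2C short-term as not significant; here their edgeR adjusted p was 0.00979 and 0.0419, and CDKN2C did not pass in any of the 6 fits without 1 library (0.0661 to 0.146). The discussion describes E2F target genes as higher without FLCN; over 6 of its listed E2F-regulated genes here, 3 were higher and 2 lower long-term, and 3 higher short-term. JUN, not among the 3 short-term (edgeR adjusted p = 0.0603), passed as higher with DESeq2 (0.0337), with only the 2 groups compared (0.0222), with the replicate block (0.00586) and without knockdown replicate 2 (0.0427), and did not without each of the other 5 libraries (up to 0.230) or with RLE factors (0.0576).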

Other observations

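The tests of the 3 lists below were set before the results were seen, although levels of some members had been seen.

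TFEB and TFE3 are kept in the cytoplasm by a pathway that needs FLCN, so their target genes might rise as a set after knockdown. Short-term, 20 of 36 tested genes of the list were higher (median log2 fold change 0.03, camera adjusted p = 0.181, fry adjusted p = 0.0614), with 8 genes past the threshold over all genes and 11 when adjusted over the list alone. Long-term, 16 of 36 were higher (median −0.08, camera adjusted p = 0.813), with 15 past the threshold either way. GPNMB (log2 fold change 3.06, edgeR adjusted p = 6.55e-07) and SQSTM1 were among the members that rose short-term. Since members went both ways, TFEB/TFE3 activity on part of the list and other changes of the same genes cannot be told apart.

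The paper links long-term knockdown to HIF-1 activity. Of 18 tested HIF-1 target genes, 10 were higher long-term (median 0.06, camera adjusted p = 0.813), with 9 past the threshold over all genes and 10 over the list alone. Since members moved both ways, a rise in HIF-1 activity offset by other changes and no rise cannot be told apart. Short-term, 17 of 18 were higher (median 0.42, camera adjusted p = 4.90e-07, fry adjusted p = 0.00113), with 8 past the threshold over all genes and 11 over the list alone, but with an estimated correlation the adjusted p was 0.140. Whether the short-term and long-term effects on the list differ was not tested.

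For TGF-beta, 8 of 14 target genes were higher long-term (median 0.02, camera adjusted p = 0.732), with 10 past the threshold over all genes and 11 over the list alone, and 9 of 14 short-term (median 0.14, camera adjusted p = 0.767), with 5 and 6. Long-term members moved strongly in both directions, so a change in TGF-beta signalling and other changes of the same genes cannot be told apart. With an estimated correlation, the adjusted p of all lists other than HIF-1 short-term was 0.892.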
